# Expression profiling analysis of long noncoding RNAs in a mouse model of ventilator‐induced lung injury indicating potential roles in inflammation

**DOI:** 10.1002/jcb.28446

**Published:** 2019-02-19

**Authors:** Nan‐Nan Zhang, Yi Zhang, Lu Wang, Jin‐Gen Xia, Shun‐Tao Liang, Yan Wang, Zhi‐Zhi Wang, Xu Huang, Min Li, Hui Zeng, Qing‐Yuan Zhan

**Keywords:** inflammation, long noncoding RNA, RNA sequencing, ventilator‐induced lung injury

## Abstract

The key regulators of inflammation underlying ventilator‐induced lung injury (VILI) remain poorly defined. Long noncoding RNAs (lncRNAs) have been implicated in the inflammatory response of many diseases; however, their roles in VILI remain unclear. We, therefore, performed transcriptome profiling of lncRNA and messenger RNA (mRNA) using RNA sequencing in lungs collected from mice model of VILI and control groups. Gene expression was analyzed through RNA sequencing and quantitative reverse transctiption polymerase chain reaction. A comprehensive bioinformatics analysis was used to characterize the expression profiles and relevant biological functions and for multiple comparisons among the controls and the injury models at different time points. Finally, lncRNA‐mRNA coexpression networks were constructed and dysregulated lncRNAs were analyzed functionally. The mRNA transcript profiling, coexpression network analysis, and functional analysis of altered lncRNAs indicated enrichment in the regulation of immune system/inflammation processes, response to stress, and inflammatory pathways. We identified the lncRNA Gm43181 might be related to lung damage and neutrophil activation via chemokine receptor chemokine (C‐X‐C) receptor 2. In summary, our study provides an identification of aberrant lncRNA alterations involved in inflammation upon VILI, and lncRNA‐mediated regulatory patterns may contribute to VILI inflammation.

## 1 INTRODUCTION

Mechanical ventilation (MV) is widely used as a life‐saving option, especially in acute respiratory distress syndrome (ARDS) patients.^1^ However, despite optimizing ventilator parameters or the therapeutic modalities, there is increasing evidence that MV can cause or worsen acute and chronic damage to the lung, which is referred to as ventilator‐induced lung injury (VILI).^2^, ^3^

In addition to injury from the mechanical stretch, the subsequent overwhelming inflammation in the lungs is an important factor in promoting pulmonary damage.^3^, ^4^, ^5^, ^6^ Thus, reducing the inflammatory response could go a long way toward alleviating lung injury from MV.^7^, ^8^, ^9^ To date, although many efforts have been undertaken to explain the underlying mechanisms, the key regulators of inflammation that contribute to VILI remain poorly defined. Considering the role of inflammation in VILI development, improved understanding of the molecular mechanisms that promote the inflammatory response during VILI are extremely critical for novel therapeutic targets or effective prevention.

Following MV, the expression of many messenger RNAs (mRNAs) is markedly altered in the lungs and blood, and many candidate genes associated with inflammation have emerged.^10^, ^12^ Furthermore, there is now increasing evidence that numerous small noncoding RNAs, such as microRNA (miRNA), could play important roles in regulating inflammation.^13^ In fact, miRNA profiling studies in VILI have identified some miRNAs that are involved in regulating inflammation.^14^ Significantly, a large percentage of the transcriptome has been now identified as long noncoding RNA (lncRNA) by RNA sequencing (RNA‐Seq),^15^, ^16^ and these are emerging as crucial versatile regulators involved in various biological processes (BPs).^17^, ^18^ Increasingly, studies suggest that lncRNAs participate extensively in many inflammatory and immunologic diseases, like rheumatoid arthritis,^19^ asthma,^20^ or ARDS.^21^ However, the role of lncRNA in the inflammation underlying VILI pathogenesis has rarely been reported.

The potential role of lncRNAs in VILI was first reported by Xu et al,^22^ who identified 104 lncRNAs that were differentially expressed in the lungs of a VILI rat model. They also revealed that the altered lncRNAs were related to apoptosis, angiogenesis, and neutrophil chemotaxis. The lncRNA Map2k3os was shown to promote the expression of stretch‐induced cytokines. These results point toward important inflammatory mechanisms underlying VILI. Notably, some recent reports have indicated the involvement of lncRNAs in the inflammatory process.^23^, ^24^ Thus, the important role of inflammation in VILI and these previous observations prompted us to investigate the role of lncRNAs in inflammation during VILI progression.

In this study, we utilized a mouse model of lung injury induced by high tidal volume MV and performed RNA‐Seq–based lncRNA profiling analysis of lung tissues. We aimed to screen the dysregulated lncRNAs in the lung during early and relatively late time intervals of lung inflammation of VILI to provide new insight into the lncRNA‐mediated regulatory network of inflammation progression.

## 2 MATERIALS AND METHODS

### 2.1 Animal model

Male C57BL/6 mice at 6 to 8 weeks (18‐20 g; the Peking University Laboratory Animal Center, Beijing, China) maintained under a standard environment were randomly divided into five groups (*n* = 8 per group). The VILI mouse model was established using MV with a high tidal volume (20 ml/kg) for 4 hours as reported.^25^, ^26^ Briefly, we anesthetized mice with an intraperitoneal injection of ketamine (80 ml/kg) and xylazine (10 mg/kg). Mice were then fixed and intubated with a 20‐gauge intravenous catheter (BD Biosciences, San Jose, CA). An animal ventilator (Inspira; Harvard Apparatus, Holliston, MA) was connected using a volume‐controlled setting. Appropriate parameters were set as follows: tidal volume 20 ml/kg, respiratory frequency 40/min, positive end‐expiratory pressure, 0 cm H_2_O, FiO_2_ = 0.21. Anesthesia was maintained by administering the mixture of ketamine and xylazine; muscle relaxation was implemented and maintained with pancuronium (2 mg·kg^−1^·h^−1^). The control group comprised of intubated and nonventilated mice. A heating pad was used to maintain normothermia at 37°C throughout MV. Mice were allowed to recover and were exsanguinated under anesthesia at 0, 3, 6, 24 hours following 4 hours MV or control procedure. We cut the carotid artery and collected blood for the arterial blood gas analysis (Radiometer ABL; Radiometer, Carlsbad, CA) at the indicated time points. All animal procedures were approved by the Animal Ethics Committee of the China‐Japan Friendship Hospital (no. 13007). Experiments were performed in accordance with the *National Guidelines of Laboratory Animal Care* principles.

### 2.2 Bronchoalveolar lavage fluid collection and processing

Mice were killed by exsanguination at the indicated time points and bronchoalveolar lavage fluid (BALF) was collected.^27^ In short, the trachea was exposed, cannulated, and lavaged three times with 750 μL saline solution. BALF was filtered, centrifuged, and the supernatants were stored at –80°C until further analysis. For collecting BALF cells, a total of three repetitive perfusions were batched together and centrifuged. The BALF cells were then prepared for estimating the BALF protein concentration using a bicinchoninic acid protein assay, according to the manufacturer's instructions (Thermo Fisher Scientific, Waltham, MA).

### 2.3 Flow cytometry analysis

Mouse lungs were minced to single cell suspensions and filtered through 70‐μm cell strainers (BD Biosciences, San Jose, CA) as previously described.^9^, ^28^ The erythrocytes were lysed using red blood cell lysis buffer (BD Biosciences) and washed with phosphate‐buffered saline. Cells were labeled with monoclonal antibodies including anti‐mouse CD45‐FITC, Gr‐1‐PE, CD11b‐PerCP, CD48‐APC, and counting beads (BD Biosciences) was added. Matched isotype antibodies were used as negative controls. All samples were analyzed using a FACSCalibur cytometer (BD Biosciences) and CellQuest software, and data were analyzed using FlowJo software (Tree Star, Ashland, OR).

### 2.4 Cell sorting

For functional analysis, neutrophils (Gr‐1^+^CD48^−^) in lungs were purified by staining with anti‐mouse Gr‐1‐PE and CD48‐APC antibody (BD Biosciences) from VILI 6 hours, VILI 0 hours, and control groups using fluorescence‐activated cell sorter (FACS) Aria II flow cytometer (BD Biosciences). The purity of the neutrophils was more than 95%.

### 2.5 Histopathology

For histological evaluation, lungs were removed, and inflated in 4% paraformaldehyde. For favorable fixation, the lungs were embedded in paraffin and subjected to hematoxylin and eosin staining using a standard procedure. Two independent pathologists performed blinded histologic evaluation of the lung injury using 10 random high‐power fields.^29^, ^30^

### 2.6 RNA isolation and sequencing

Total RNA was extracted from the lung samples using TRIzol (Invitrogen, Carlsbad, CA) according to the manufacturer's instructions. RNA purity, concentration, and integrity were determined using a NanoPhotometer spectrophotometer (Implen Inc., Westlake Village, CA), Qubit RNA Assay Kit in a Qubit 2.0 Fluorometer (Life Technologies, Carlsbad, CA), and an RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, Savage, MD), respectively. Whole transcriptome libraries and deep sequencing were performed by Novogene Bioinformatics Technology Cooperation (Beijing, China). Briefly, a total of 3 μg RNA per sample was used as input material. Sequencing libraries were generated using rRNA‐depleted RNA by following manufacturer's instructions for the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA). The Agilent Bioanalyzer 2100 system was used to evaluate the purity and quantity of the products. RNA‐Seq was performed on an Illumina HiSeq. 2500 platform and 125‐bp paired‐end reads were generated. The RNA‐seq data set was deposited in Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE120080.

### 2.7 Quality control, read mapping, and transcriptome assembly

The FASTQ format of raw data was processed and clean high‐quality reads were obtained by removing reads containing adapters, poly‐N, and those of low‐quality from the raw data. The paired‐end clean reads were aligned to the reference genome using TopHat (v2.0.9, Johns Hopkins University). The mapped reads of each sample were assembled by both Scripture (beta2, Broad Institute)^31^ and Cufflinks (v2.1.1, the University of Washington)^32^ using a reference‐based approach.

### 2.8 Quantification and analysis of differential gene expression

Cuffdiff (v2.1.1, the University of Washington) provided fragments per kilobase of exon per million fragments (FPKM) calculations of both lncRNAs and coding genes in each sample.^32^ The Gene FPKMs were computed by summing the FPKMs of transcripts in each gene group, that is, FPKMs were mapped and calculated based on the length of the fragment and the read counts mapped to this fragment. Transcripts with *P* < 0.05 were determined as being differentially expressed.

### 2.9 Gene Ontology and Kyoto Encyclopedia of Genes and Genomes enrichment analysis

Gene Ontology (GO) annotations of differentially expressed genes were performed by the GOseq R package and the corrected *P* < 0.05 were considered significantly enriched.^33^ KOBAS software (Peking University, China) was used to test the enrichment pathways of the differentially expressed genes according to Kyoto Encyclopedia of Genes and Genomes (KEGG).^34^

### 2.10 Protein‐protein interactions network construction

The differentially expressed genes were mapped to the STRING database (ELIXIR, Hinxton, Cambridgeshire, UK) to construct a protein‐protein interactions (PPI) network and were visualized by Cytoscape software (Institute for Systems Biology, Seattle, Washington).

### 2.11 Functional and coexpression network of lncRNAs

The target genes of lncRNAs were predicted based on functional annotations of the associated mRNAs in *cis* and *trans*. We searched for potential *cis* mRNAs within 100 kb upstream and downstream of each lncRNA. The coexpressed mRNAs of lncRNAs with the Pearson correlation coefficients over 0.95 or under −0.95, and beyond 100 kb in genomic distance from the lncRNA or located on different chromosomes were defined as the *trans*‐regulated genes. The coexpression network was constructed based on the screening of lncRNAs‐mRNAs gene pairs (Pearson correlation coefficient, >0.95 or <−0.95; *P* < 0.05) using Cytoscape software. The dysregulated lncRNAs were annotated by GO term and pathway analysis.

### 2.12 Quantitative real‐time polymerase chain reaction

Total RNA was extracted from lung samples or neutrophils using TRIzol reagent (Invitrogen), and a high‐capacity RNA‐to‐cDNA Kit (Invitrogen) was used to synthesize the complementary DNA using manufacturer's instructions. The quantitative real‐time polymerase chain reaction (qRT‐PCR) for the expression of selected lncRNAs and mRNAs was performed in triplicate with SYBR Green Master Mix (Invitrogen). lncRNA and mRNAs expression was quantified relative to glyceraldehyde 3‐phosphate dehydrogenase expression as fold change using the $2^{-\Delta \Delta C_{t}}$ method.

### 2.13 Statistical analysis

Statistical analysis was performed using GraphPad Prism 7 software (San Diego, CA). Kolmogorov‐Smirnov test was used to test the normality of the data. Data analysis were performed using one‐way analysis of variance (ANOVA) or Kruskal‐Wallis ANOVA on ranks with the Bonferroni test to estimate the parameters for multiple comparisons. The correlations were assessed using the Pearson correlation test. Data are reported as mean ± standard deviation (SD) for normally distributed data or as median (interquartile range). For all comparisons, statistical significance was defined as *P* < 0.05.

## 3 RESULTS

### 3.1 VILI model induced by high tidal volume MV

Blood gas assessments demonstrated hypoventilation in the control group, which are mostly due to ventilation without the animal ventilator (Table 1). The mice exposed to high‐stretch ventilation displayed a significant disruption of the pulmonary architecture, including infiltration of inflammatory cells, alveolar hemorrhage and collapse, and increased alveolar wall thickness, when compared with the control mice (Figure 1A). The histological lesions were most severe in the 6 hours post‐MV group. The lung injury scores were markedly increased in VILI model animals compared with the control animals, with maximum injury seen at 6 hours post‐MV (Figure 1B). Arterial oxygen tension was maximally decreased at 6 hours post‐MV as well (Table 1).

**Table 1:** Arterial blood gas assessments

Parameters	Control	VILI 0 h	VILI 3 h	VILI 6 h	VILI 24 h
pH	7.43 ± 0.02	7.42 ± 0.29	7.4 ± 0.39	7.39 ± 0.31	7.41 ± 0.01
PaO_2_ (mm Hg)	79 ± 3.34	87 ± 6.37	83 ± 8.37	70 ± 2.51^a^	85 ± 5.21
PaCO_2_ (mm Hg)	55 ± 5.83	53 ± 3.34	54.4 ± 3.98	58 ± 4.63	52.1 ± 6.21
HCO_3_^−^ (mmol/L)	22.8 ± 0.60	22.5 ± 0.93	21.9 ± 1.13	21.5 ± 0.80	22.2 ± 1.04
Base excess (mmol/L)	−2.8 ± 1.33	−3.1 ± 1.21	−3.3 ± 0.83	−3.6 ± 0.91	−3.7 ± 0.97

Abbreviations: PaCO_2_, partial pressure of CO_2_; PaO_2_, partial pressure of O_2_; VILI, ventilator‐induced lung injury.

Data are expressed as mean ± SD.

^a^ Significantly different from control group using one‐way analysis of variance with the Bonferroni test (*P* < 0.05).

**Figure 1:**
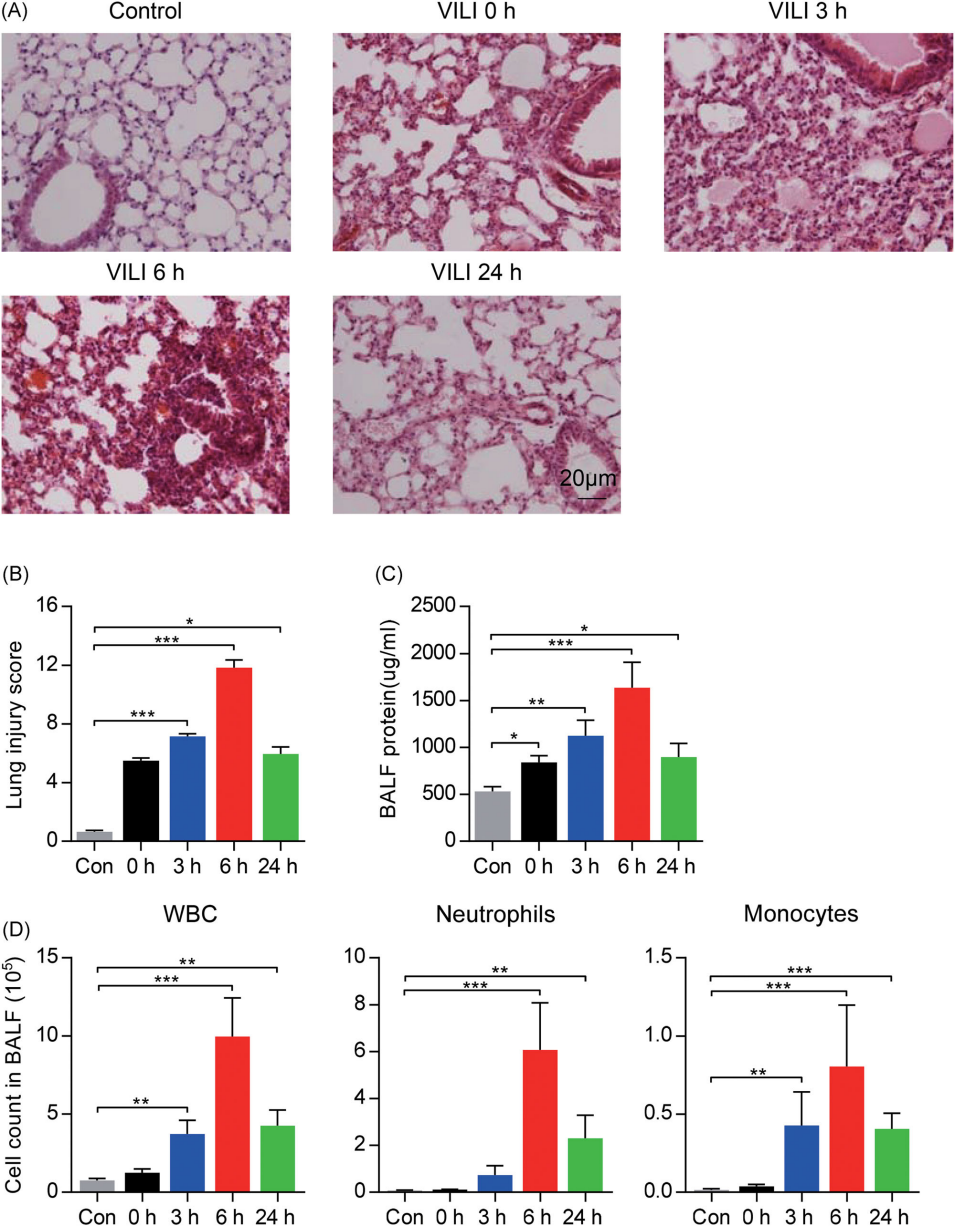
Identification of ventilator‐induced lung injury (VILI) model induced by high tidal volume mechanical ventilation. A, Lung tissues were stained with hematoxylin and eosin (HE) at indicated time points for histological evaluation. ×400, original magnification, *n* = 8 per group. B, The histopathologic lung injury scores are displayed. C, Total protein concentrations in BALF. D, Cell counts of white blood cells (WBC), neutrophils, and monocytes in BALF at indicated time points (*n* = 8 per group). Data are represented as the mean ± SD and analyzed by one‐way analysis of variance with the Bonferroni test. *P < 0.05, **P < 0.01, and ***P < 0.001. BALF, bronchoalveolar lavage fluid

The quantification of BALF protein was also found to peak at VILI 6 hours post‐MV (Figure 1C). Further, a significant accumulation of inflammatory cells including white blood cells (WBC), neutrophils, and monocytes within BALF were detected by flow cytometry. A significant increment of these inflammatory cells in BALF was observed at 6 hours following the high‐stretch ventilator treatment (Figure 1D). Collectively, these results suggested that high tidal volume ventilation for 4 hours could successfully induce severe lung inflammation, which peaked at 6 hours after MV.

### 3.2 Expression of mRNAs and lncRNAs was altered by high‐stretch ventilation in the course of VILI

To identify novel molecular features of VILI, high‐throughput RNA‐Seq was carried out in a mouse model of VILI. We extracted and sequenced the total lung RNA from three VILI 0 hours mice (mice killed immediately after MV), three VILI 6 hours mice (time intervals 6 hours post‐MV), and three control mice, during early and relatively late time intervals of lung inflammation. 

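Each of the 9 libraries came from the lung of 1 male C57BL/6 mouse, 3 mice per group. Mice of the VILI groups had been ventilated for 4 hours at a tidal volume of 20 ml/kg, and control mice had been intubated without ventilation. Total RNA was depleted of rRNA, so transcripts without a poly(A) tail and unspliced RNA could enter the libraries. The sequencer and the library kit named in the sample records (another HiSeq model and a TruSeq kit) differ from those in the paper's methods, and the files used here do not settle which applies. The authors aligned the reads with TopHat, assembled transcripts with Scripture and Cufflinks and estimated FPKM with Cuffdiff. The table analysed here holds these FPKM values for 60108 transcripts, 53968 of them mRNAs of 21692 genes and 5870 lncRNAs of 5272 genes, and lists each transcript under its gene without a transcript ID. Of the lncRNA transcripts, 2141 were annotated and 3729 came from assembled loci. Because 13096 genes had more than 1 transcript, a transcript is named here by its rank within its gene. Row 1 has the highest mean FPKM over the 9 libraries, so row numbers do not follow the order of the file. The transcripts of 4 genes on the Y chromosome (Ddx3y, Eif2s3y, Kdm5d and Uty) were expressed in all 9 libraries. Libraries of a group were correlated over transcripts with a Spearman rho of 0.892 to 0.898 in control, 0.877 to 0.895 in VILI 0 hours and 0.832 to 0.872 in VILI 6 hours (genes within a library are not independent replicates).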

Low‐quality reads and rRNA were depleted and the total clean reads were uniquely mapped to the genome (Table S1).

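By the values in Table S1, the median number of clean reads per library was 95.91 M in control, 106.7 M in VILI 0 hours and 87.87 M in VILI 6 hours (M, mega). Uniquely mapped reads ranged from 81.82 to 93.23 M in control, from 84.98 to 101.3 M in VILI 0 hours and from 73.24 to 93.1 M in VILI 6 hours, so the ranges of the 3 groups overlapped. Reads across a splice junction made up 17.83% to 19.19% of the uniquely mapped reads in control, 21.45% to 22.86% in VILI 0 hours and 19.29% to 20.8% in VILI 6 hours, and these ranges of the 3 groups did not overlap. In the FPKM table, between 38961 and 40372 transcripts had a value above 0 in a library, and the 10 transcripts with the highest FPKM held 15.92% to 20.61% of a library's sum.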

We generated volcano plots to visualize the differential expression profiles of genes with the statistical significance threshold set at *P* < 0.05. Overall, 1976 mRNA transcripts in VILI 0 hours vs control, 2061 mRNAs in VILI 6 hours vs control, and 1219 mRNAs in VILI 6 hours vs VILI 0 hours, were found to be differentially expressed (Figure 2A‐C). 

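In the FPKM values, transcripts were tested with limma on log2(FPKM + 0.1) in 1 fit of the 9 libraries, over the 32727 mRNA transcripts with a mean FPKM of at least 0.1. At an unadjusted P under 0.05, 3437 mRNA transcripts differed in VILI 0 hours vs control (1565 up and 1872 down), 4259 in VILI 6 hours vs control (1885 up and 2374 down) and 2373 in VILI 6 hours vs VILI 0 hours (1179 up and 1194 down). An adjusted p under 0.05 over the 37181 mRNA and lncRNA transcripts tested was reached by 19 (14 up and 5 down), 28 (17 up and 11 down) and 8 (3 up and 5 down). Among the fits that left out 1 library, the one without VILI 6 hours replicate 1 gave the highest counts, 4622, 7845 and 4625 mRNA transcripts and 386, 2085 and 153 adjusted calls. The other 8 fits that left out 1 library gave 2350 to 4073, 2938 to 4302 and 1804 to 2459 mRNA transcripts, with adjusted calls from 11 (without VILI 0 hours replicate 2) to 52 (without VILI 0 hours replicate 1), from 17 (without control replicate 1) to 67 (without VILI 0 hours replicate 1) and from 4 (without VILI 0 hours replicate 2) to 35 (without VILI 0 hours replicate 1 or VILI 6 hours replicate 3). Centring each library on its median shifted the log2 fold changes by 0.12 in VILI 0 hours vs control, and the share of upregulated mRNA transcripts went from 45.5% to 68.3%, from 44.3% to 59.0% and from 49.7% to 38.1%, while the other settings gave 40.9% to 51.0%, 36.8% to 48.3% and 40.1% to 54.5%.

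Among transcripts with an adjusted p under 0.05, a mean FPKM of at least 1 and no overlap of the groups, the largest rises in VILI 0 hours vs control included Socs2 row 2 of 7 (0.678 ± 0.0905 FPKM in control and 28.8 ± 4.76 FPKM in VILI 0 hours, mean ± SD, n = 3; log2 fold change 5.21, adjusted p = 4.98e-04), Mtcl1 row 1 of 4 (5.15, adjusted p = 0.00124) and S100a8 (4.08, adjusted p = 0.0454). Rbbp5 row 3 of 6 was listed at 0, 0.000492 and 0 FPKM in control and at 3.506, 4.026 and 3.478 FPKM in VILI 0 hours (adjusted p = 3.68e-04). The largest falls were those of Rpl5 row 2 of 2 (log2 fold change −3.45, adjusted p = 0.0024), Smtnl2 row 1 of 2 (−2.55, adjusted p = 0.0272) and Mtcl1 row 2 of 4 (−2.43, adjusted p = 0.0454). In VILI 6 hours vs control, Socs2 row 2 (5.16), Mtcl1 row 1 (4.99) and Rbbp5 row 3 (3.788, 4.248 and 5.643 FPKM) were again among the largest rises. Apoo row 1 of 4 was listed at 0 in the 3 controls and at 4.021, 5.253 and 2.706 FPKM in VILI 6 hours. The largest falls were transcripts listed at 0 in the 3 libraries of VILI 6 hours, namely Trpc6 row 3 of 3 (5.842, 1.354 and 3.641 FPKM in control), Ddit3 row 2 of 2 (1.689, 1.203 and 1.554 FPKM) and Ttpa row 2 of 4 (1.025, 1.496 and 1.644 FPKM). In VILI 6 hours vs VILI 0 hours fewer than 8 transcripts passed these criteria after adjustment. Among those that did, Rpl5 row 2 rose (log2 fold change 3.615, adjusted p = 0.00403). Ddit3 row 2 (−4.13, adjusted p = 0.00403), Ttpa row 2 (−4.32, adjusted p = 0.00403) and Trpc6 row 3 (−4.505, adjusted p = 0.0469) fell. By unadjusted P the largest rises included Rab12 row 2 of 2 (log2 fold change 6.18, adjusted p = 0.444) and Saa3 row 1 of 2 (5.31, adjusted p = 0.408), the latter at 16.36, 55.95 and 454 FPKM in VILI 6 hours. Snap23 row 2 of 5 was at 0, 0 and 5.922 FPKM in VILI 0 hours and at 8.064, 18.37 and 21.76 FPKM in VILI 6 hours. Sh3glb2 row 2 of 5 (8.276, 7.629 and 6.193 FPKM) and Ide (9.708, 5.304 and 5.113 FPKM) were listed at 0 in VILI 0 hours. The largest falls by unadjusted P were Bnip3l row 2 of 2 (−6.30, adjusted p = 0.614), Rab3d row 2 of 4 (−6.09, adjusted p = 0.411) and Rps27a row 1 of 2, which was at 0.9956, 209.1 and 195 FPKM in VILI 0 hours and listed at 0 in VILI 6 hours. Some of these rows also jumped within control: Bnip3l (48.51, 0.0266 and 0.0233 FPKM), Rab3d (12.34, 0.0762 and 0.148) and Rab12 (0.249, 33.54 and 0.439). Sh3glb2 row 2 (0, 10.24 and 8.148) and Ide (0, 8.836 and 9.94) did so too. The named rows of Saa3, Snap23 and Rps27a had no such jump in control. Of the adjusted calls, 17 of 19, 26 of 28 and 8 of 8 belonged to genes with more than 1 transcript. Their median absolute log2 fold change was 3.14, 3.69 and 3.87, against 0.28, 0.25 and 0.22 for the FPKM summed over the same genes.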

To determine the similarity between the comparisons, Venn diagrams were generated. Some genes were found only in one of these comparisons, suggesting the temporary expression patterns of these genes (Figure 2D‐F**)**. 

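Of 6991 mRNA transcripts with an unadjusted P under 0.05 in any comparison, 3991 reached it in 1 comparison only, 1304 of them in VILI 0 hours vs control, 1864 in VILI 6 hours vs control and 823 in VILI 6 hours vs VILI 0 hours, and 78 reached it in all 3. Transcripts called at 1 time and not at the other were also looked up in the comparison of VILI 6 hours with VILI 0 hours. Of the 1909 called against control at VILI 0 hours and not at VILI 6 hours, 605 had an unadjusted P under 0.05 between the times. Of the 1909, 84.9% changed in the same direction at both times (84.2% on average and at most 86.2% in 20 simulations with no change and the same shared controls). Of the 2731 called at VILI 6 hours and not at VILI 0 hours, 867 had such a P between the times, and 86.9% had the same direction (83.4% and at most 86.3% in the simulations). Such transcripts were chosen for a low P at 1 time and a higher P at the other. That choice by itself favours a difference between the times. No simulated counts stand beside 605 and 867, so neither shows that expression truly changed with time. From transcripts found in a single comparison, the paper proposes that the expression of these genes changed temporarily.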

A heat map of the differentially expressed mRNAs is displayed in Figure 2G.

**Figure 2:**
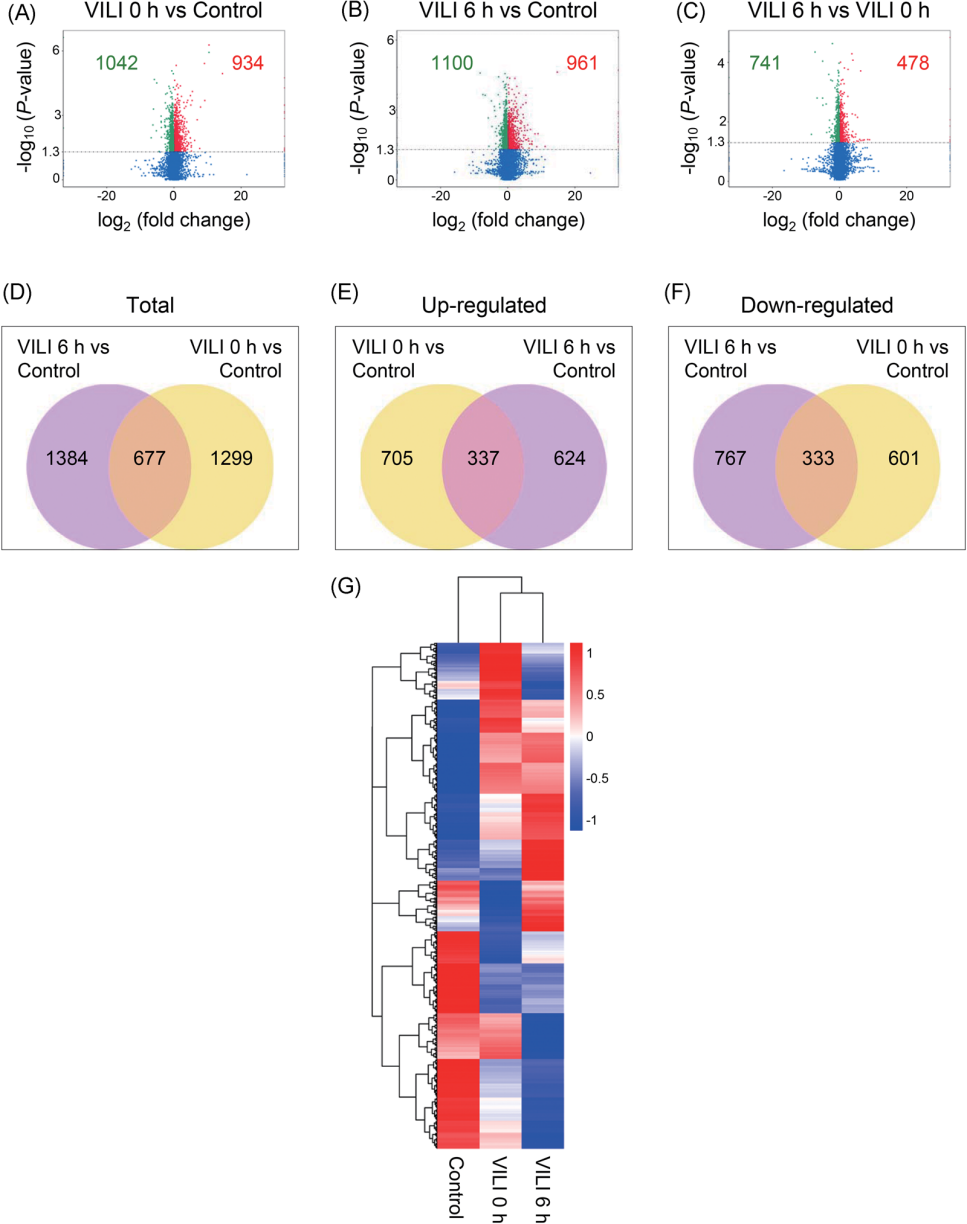
Transcriptome profiling of mRNAs in VILI. A‐C, Volcano plot for the differentially expressed mRNAs in the comparisons of VILI 0 hours vs control, VILI 6 hours vs control, and VILI 6 hours vs VILI 0 hours, respectively. Red represents upregulated transcripts and green represents downregulated transcripts. Blue denotes diﬀerentially expressed transcripts that did not pass the significance threshold of *P* < 0.05. D‐F, Total, upregulated, and downregulated mRNAs showing the overlapping transcripts in multiple comparisons by Venn diagram, respectively. G, Heat map of the differentially expressed mRNAs. mRNA, messenger RNA; VILI, ventilator‐induced lung injury

Importantly, many lncRNAs were found to be dysregulated. 

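Over 4454 lncRNA transcripts with a mean FPKM of at least 0.1, 2417 of them assembled and 2037 annotated, 653 had an unadjusted P under 0.05 in VILI 0 hours vs control (187 up and 466 down), 670 in VILI 6 hours vs control (250 up and 420 down) and 377 in VILI 6 hours vs VILI 0 hours (241 up and 136 down). A mean FPKM of at least 1, which left 1058 lncRNA transcripts to test, gave the lowest counts, 256, 190 and 118. When VILI 6 hours replicate 1 was left out they were 767, 1191 and 685, and without VILI 6 hours replicate 3 they were 713, 422 and 304. The count in VILI 6 hours vs control was 439 without control replicate 2 and 433 without VILI 6 hours replicate 2. The upregulated share of 28.6%, 37.3% and 63.9% went to 12.5%, 17.4% and 71.2% with a mean FPKM of at least 1 and to 42.1%, 47.6% and 55.9% with median-centred libraries, and was 48.1% in VILI 6 hours vs control without VILI 6 hours replicate 3 and 53.1% between the times without VILI 6 hours replicate 1. The largest rises by log2 fold change in VILI 0 hours vs control were Gm37347 (4.86, SE 1.22, adjusted p = 0.236, at a mean of 0.0895 FPKM in control) and Gm11827 (3.29, SE 0.72, adjusted p = 0.202), with XLOC_082990 row 1 of 4 at 0, 4.083 and 13.34 FPKM in control and at 55.73, 23.8 and 31.85 FPKM in VILI 0 hours (log2 fold change 2.22 without control replicate 1, the library at 0). The largest falls were Gm15941 (−2.31, adjusted p = 0.169) and Gm38177 (−2.19, adjusted p = 0.232), with XLOC_018117 row 1 of 2 listed at 0 in the 3 libraries of VILI 0 hours and at 2.578, 73.44 and 12.83 FPKM in control. In VILI 6 hours vs control they were Gm37347 (4.33, adjusted p = 0.241) and XLOC_082990 row 1 (23.74, 34.05 and 115.1 FPKM, 2.60 without control replicate 1) and row 3 of 4 (3.243, 3.788 and 0 FPKM in control and 5.566, 10.94 and 41.2 FPKM in VILI 6 hours, 1.93 without control replicate 3) upward, and C430049B03Rik row 1 of 3 (−2.81, adjusted p = 0.269, and −1.79 without VILI 6 hours replicate 3) and row 2 of 3 (−1.82, adjusted p = 0.283) and Gm26973 row 2 of 2 (−1.82, adjusted p = 0.234) downward. Between the times, Gm43428 (1.48), Dleu2 row 4 of 8 (1.45) and Gm38070 (1.42) rose, and Gm11730 row 1 of 2 (−2.23) and XLOC_024060 row 1 of 2 (−1.25, and −0.76 without VILI 6 hours replicate 1) fell. 2610027K06Rik row 1 of 2 also fell, from 0.6668, 1.908 and 1.889 FPKM in VILI 0 hours to 0.4515, 0 and 0 FPKM in VILI 6 hours. The lowest adjusted p of these 6 was 0.403.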

We identified 82 differentially expressed lncRNAs in VILI 0 hours vs control, 58 lncRNAs in VILI 6 hours vs control, and 32 lncRNAs in VILI 6 hours vs VILI 0 hours (Figure 3A‐C). Further, the class distribution of differentially regulated lncRNAs was analyzed, including lincRNA, antisense, and intronic transcripts. Detailed biotypes of these lncRNAs are shown in Figure 3D‐F, which shows that most of the lncRNAs were in the intergenic lncRNA category. 

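Each lncRNA was placed against the protein-coding genes of GENCODE M21 (GRCm38) as intergenic, as overlapping a gene on the opposite strand, or as overlapping a gene on its own strand, a class that includes intronic and exonic overlap. Of the 4454 lncRNA transcripts tested, 34.4% were intergenic, 46.8% antisense and 17.9% on the same strand. Those with an unadjusted P under 0.05 were 28.3% intergenic (185), 27.0% antisense (176) and 43.6% same strand (285) in VILI 0 hours vs control, 36.3% (243), 44.2% (296) and 18.4% (123) in VILI 6 hours vs control, and 29.7% (112), 39.5% (149) and 30.0% (113) in VILI 6 hours vs VILI 0 hours. By origin, 215, 321 and 175 of them came from assembled loci. The annotated type TEC, given to loci that await experimental evidence, accounted for 209, 94 and 77.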

A heat map revealed the variations in the expression of lncRNAs among groups (Figure 3G). 

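Over the lncRNA transcripts past the filter, the separation of control, VILI 0 hours and VILI 6 hours was tested by PERMANOVA on Euclidean distances of log2(FPKM + 0.1). The groups held 34.1% of the variation (pseudo-F 1.55, exact permutation p = 0.025), with 7 of the 280 ways of dividing 9 libraries into 3 groups giving an F as large. Of the alternatives tried, a distance of 1 minus the Spearman correlation moved the test most, to an exact p = 0.0536 (15 of 280). The mean distance between libraries was 64.8 within control, 64.8 within VILI 0 hours and 80.3 within VILI 6 hours, against 73.1 between control and VILI 0 hours, 80.7 between control and VILI 6 hours and 75.2 between VILI 0 hours and VILI 6 hours. VILI 6 hours replicate 1 lay closer to control (67.3 on average) and to VILI 0 hours (71.6) than to the other libraries of VILI 6 hours (85.1).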

The three groups exhibited distinct lncRNA expression profiles, suggesting different pathogenesis processes during the inflammation progression of VILI. In addition, five differentially expressed lncRNA transcripts were selected to validate the reliability of our RNA‐Seq results by qRT‐PCR, and the expression trends found by qRT‐PCR were consistent with our sequencing data (Figure 3H). 

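The 5 transcripts measured by qRT-PCR were Gm43181, F630028O10Rik, AI504432, Gm37494 and 4833403J16Rik, of which only the RNA-Seq values are reported here. In GENCODE M21, AI504432 lies on chromosome 3 from 107039504 to 107054347, 4833403J16Rik on chromosome 6 from 48755338 to 48756368, Gm37494 on chromosome 7 from 39552501 to 39580589 and F630028O10Rik on chromosome X from 96239926 to 96243636, all on the plus strand. Gm43181 had log2 fold changes of 3.11 (SE 0.56, adjusted p = 0.154) in VILI 0 hours and 3.22 (adjusted p = 0.101) in VILI 6 hours vs control. F630028O10Rik row 2 of 2 was at 2.89 ± 0.675 FPKM in control, 8.19 ± 4.50 in VILI 0 hours and 11.2 ± 3.61 in VILI 6 hours (mean ± SD, n = 3), with log2 fold changes of 1.37 (adjusted p = 0.282) and 1.89 (adjusted p = 0.1497). Its other transcript, row 1 of 2, changed by 0.44 and 0.10 (exact permutation p = 0.6 and 1), rose by 0.72 without VILI 0 hours replicate 1, and fell by 0.04 without VILI 0 hours replicate 2 and by 0.17 without VILI 6 hours replicate 1. AI504432 was at 9.11 ± 0.189, 4.89 ± 0.842 and 4.77 ± 2.23 FPKM (log2 fold changes −0.90 and −1.01, adjusted p = 0.330 and 0.246). Gm37494 was at 11.0 ± 0.808, 8.54 ± 0.623 and 7.01 ± 1.41 FPKM (−0.36 and −0.66, adjusted p = 0.458 and 0.190), and 4833403J16Rik at 8.35 ± 0.567, 6.44 ± 0.827 and 5.74 ± 0.337 FPKM (−0.37 and −0.53, adjusted p = 0.376 and 0.215). With median-centred libraries 4833403J16Rik changed by −0.25 in VILI 0 hours vs control. The file gives no transcript IDs, so row 2 of F630028O10Rik was taken by its values alone, and its row 1 overlapped the control libraries (7.055 and 7.839 FPKM in VILI 0 hours replicates 1 and 3, within 6.927 to 8.271 in control, and 6.797 and 6.719 FPKM below and 11.95 FPKM above it in VILI 6 hours). For Gm43181, AI504432, Gm37494, 4833403J16Rik and this row 2, no library of either VILI group overlapped the control libraries, which gives a two-sided exact permutation p = 0.1 per comparison, the smallest that 3 against 3 libraries allow.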

Primers used are listed in Table S2. In summary, these results revealed that overstretch ventilation led to the distinct expression of many lncRNAs and mRNAs in lung tissue, implicating unique transcriptome features that provided a rationale for investigating the molecular features of VILI development.

**Figure 3:**
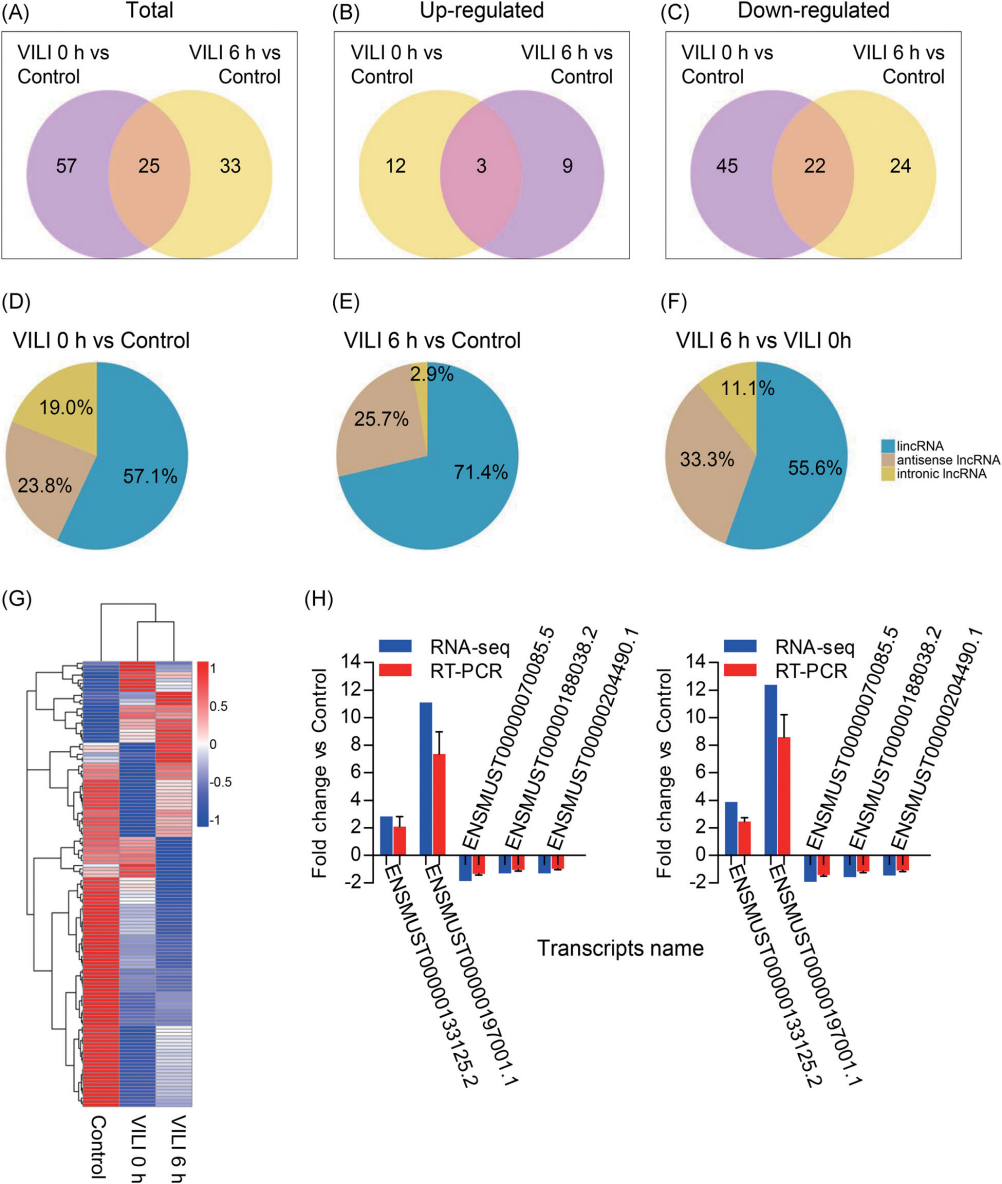
Differentially expressed profiles of lncRNAs in VILI. A‐C, Venn diagram exhibiting the total, upregulated, and downregulated lncRNAs in the comparisons. D‐F, Categories of the altered lncRNAs identified among the three comparisons by pie charts. G, Heat map of the differentially expressed lncRNAs among control, VILI 0 hours, and VILI 6 hours groups. H, Verification of the lncRNA expression levels by qRT‐PCR. lncRNA, long noncoding RNA; qRT‐PCR, quantitative real‐time polymerase chain reaction; VILI, ventilator‐induced lung injury

### 3.3 Dysfunction of immune/inflammatory response and response to stress are central features of VILI

The differentially expressed genes were analyzed by GO terms to ascertain the specific categories of BPs, cellular processes (CC), and molecular function (MF) of differentially expressed transcripts. For the differentially expressed mRNAs between VILI 0 hours and the control, the most significantly upregulated and downregulated GO terms included the following BP terms: response to stress, immune system process, intracellular signal transduction, and regulation of the cellular metabolic process. 

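GO annotations were not used here. In their place, genes of 2 lists bearing on these terms were tested as sets with camera on the FPKM summed per gene over 19369 genes, as 2 of 27 lists (15 of general knowledge and 12 from figures) in 3 comparisons, 81 tests in all. The stress response list (19 genes, all at a mean of 1 FPKM or more in control) had a median log2 fold change of 0.75 in VILI 0 hours vs control, with 17 of 19 genes up (adjusted p = 1.0e-06), and each of the 3 libraries was above control (0.86, 0.72 and 0.93). Over all genes 0 of its genes had an adjusted p under 0.05, 9 had an unadjusted P under 0.05, and 7 passed when adjusted over the list alone. The highest was Cdkn1a (log2 fold change 2.83, SE 0.79, adjusted p = 0.134). The inflammatory mediator list (24 genes, 13 at 1 FPKM or more in control) had a median of 0.16 with 14 of 24 genes up (adjusted p = 0.137). Of these genes, 6 had an unadjusted P under 0.05 and 2 passed when adjusted over the list alone, against 0 over all genes, and Cxcl2 was the highest (3.31, SE 1.41, adjusted p = 0.289). Without VILI 6 hours replicate 3, which enters through the shared spread, the adjusted p of this list was 0.0470. Of the 28 list tests with an adjusted p under 0.05, 11 were also under 0.05 with fry, the stress list in VILI 0 hours vs control among them (0.0465), and 0 with a correlation between genes estimated from these libraries, where the lowest adjusted p was 0.313 and 10 tests had an unadjusted P under 0.05.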

The dysregulated mRNAs were associated with the adherens junction (CC), while MF terms included cytokine binding and kinase activator activity (Figure S1A and S1B). In VILI 6 hours vs control, the significantly overrepresented terms are depicted in Figure S1C and S1D. 

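At VILI 6 hours against control, the list of inflammatory mediators (24 cytokine, chemokine and acute-phase genes, Cxcl2 and Saa3 among them) had a median log2 fold change of 2.03 with 23 of 24 genes up (adjusted p = 2.3e-10). The medians in the 3 libraries were 0.49, 1.75 and 3.94, and without VILI 6 hours replicate 3 the median was 1.11 (adjusted p = 7.3e-06). Of these genes, 10 passed when adjusted over the list alone and 0 over all genes, where 15 had an unadjusted P under 0.05. Cxcl2 had the largest log2 fold change (5.90, adjusted p = 0.0877). Fry gave an adjusted p of 0.155 for this list. The stress response genes had a median of 0.70 (17 of 19 up, adjusted p = 1.5e-05), at 0.52, 0.34 and 1.29 in the 3 libraries, and 0.40 without VILI 6 hours replicate 3 (adjusted p = 7.9e-04). Their highest gene was Mt2 (3.89, SE 1.14, adjusted p = 0.124), and 8 passed when adjusted over the list alone against 1 over all genes. Fry gave 0.0532.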

For BP analysis, the most‐enriched terms included response to stress, response to cytokine stimulus, immune system process, and cellular metabolic process; the most‐enriched CC terms included adherens junction and anchoring junction, and overrepresented MF terms included cytokine receptor activity. Comparing VILI 6 vs VILI 0 hours, results of the GO annotations collectively implicated response to stress, intracellular signal transduction, and metabolic process (BP); adherens junction, anchoring junction, cell‐cell adherens junction, and cell junction (CC); and cytokine receptor binding (MF) (Figure S1E and S1F).

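Between the times, the stress response genes had a median log2 fold change of −0.05 with 8 of 19 up (adjusted p = 0.895), from a fall of Hspa1a (−2.35) to a rise of Timp1 (2.14, SE 0.43, adjusted p = 0.173), and 2 of them passed when adjusted over the list alone against 0 over all genes, where 3 had an unadjusted P under 0.05. The median of all 19 stayed near 0 because genes moved both ways. The inflammatory mediators had a median of 1.54 with 21 of 24 up (adjusted p = 1.1e-08), the highest being Saa3 summed over its transcripts (5.29, SE 1.14, adjusted p = 0.206). Without VILI 6 hours replicate 3 the median was 0.73 (adjusted p = 0.0644), and without VILI 6 hours replicate 2 it was 2.55. Of the 24, 6 passed when adjusted over the list alone against 0 over all genes, where 11 had an unadjusted P under 0.05.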

We next considered these differentially expressed genes for KEGG pathway analysis, and the top‐20 pathways are summarized. In VILI 0 hours vs control, the forkhead box O (FoxO) signaling pathway, adherens junction, nuclear factor‐κB (NF‐κB) signaling pathway, and the tumor necrosis factor (TNF) signaling pathway were the most enriched (Figure 4A and 4B). Signaling pathways involved in adherens junction, TNF signaling pathway, HIF‐1 signaling pathway, NF‐κB signaling pathway, chemokine signaling pathway, and FoxO signaling pathway were among the most significantly enriched pathways in VILI 6 hours vs control (Figure 4C and 4D). The HIF‐1 signaling pathway, FoxO signaling pathway, and vascular endothelial growth factor (VEGF) signaling pathway were most enriched when comparing VILI 6 with VILI 0 hours samples (Figure 4E and 4F). The pathway patterns determined by KEGG could provide evidence for conducting further studies on the role of lncRNAs in the inflammation of VILI.

Figure 4Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis on mRNAs. A,B, Top‐20 of the upregulated and downregulated KEGG pathways in VILI 0 hours vs control. C,D, The predominant top‐20 upregulated and downregulated signaling pathways enriched in VILI 6 hours vs control. E,F, The increased and decreased pathways of top‐20 between VILI 6 and VILI 0 hours are exhibited, respectively. mRNA, messenger RNA; VILI, ventilator‐induced lung injury

**Figure:**
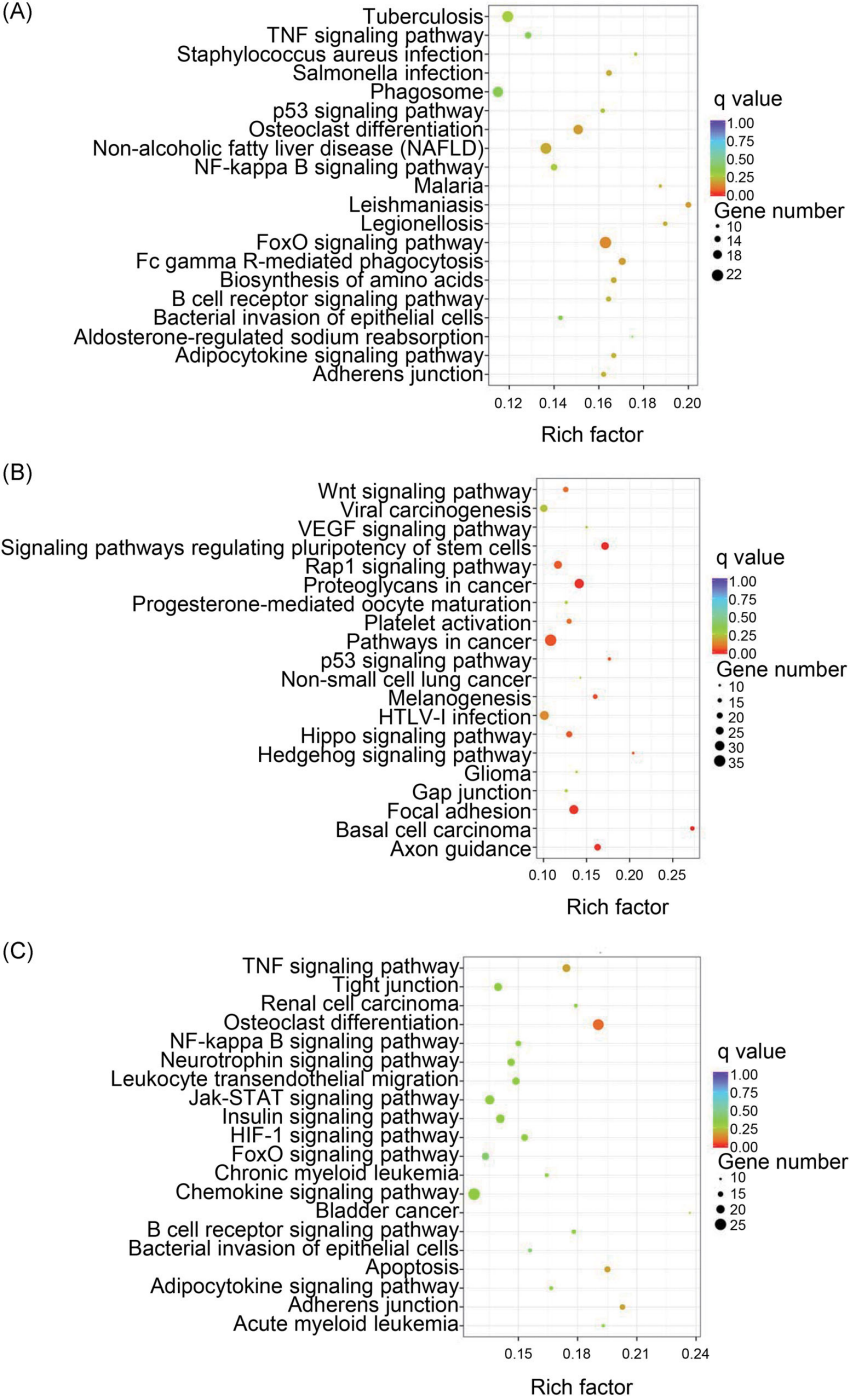

**Figure:**
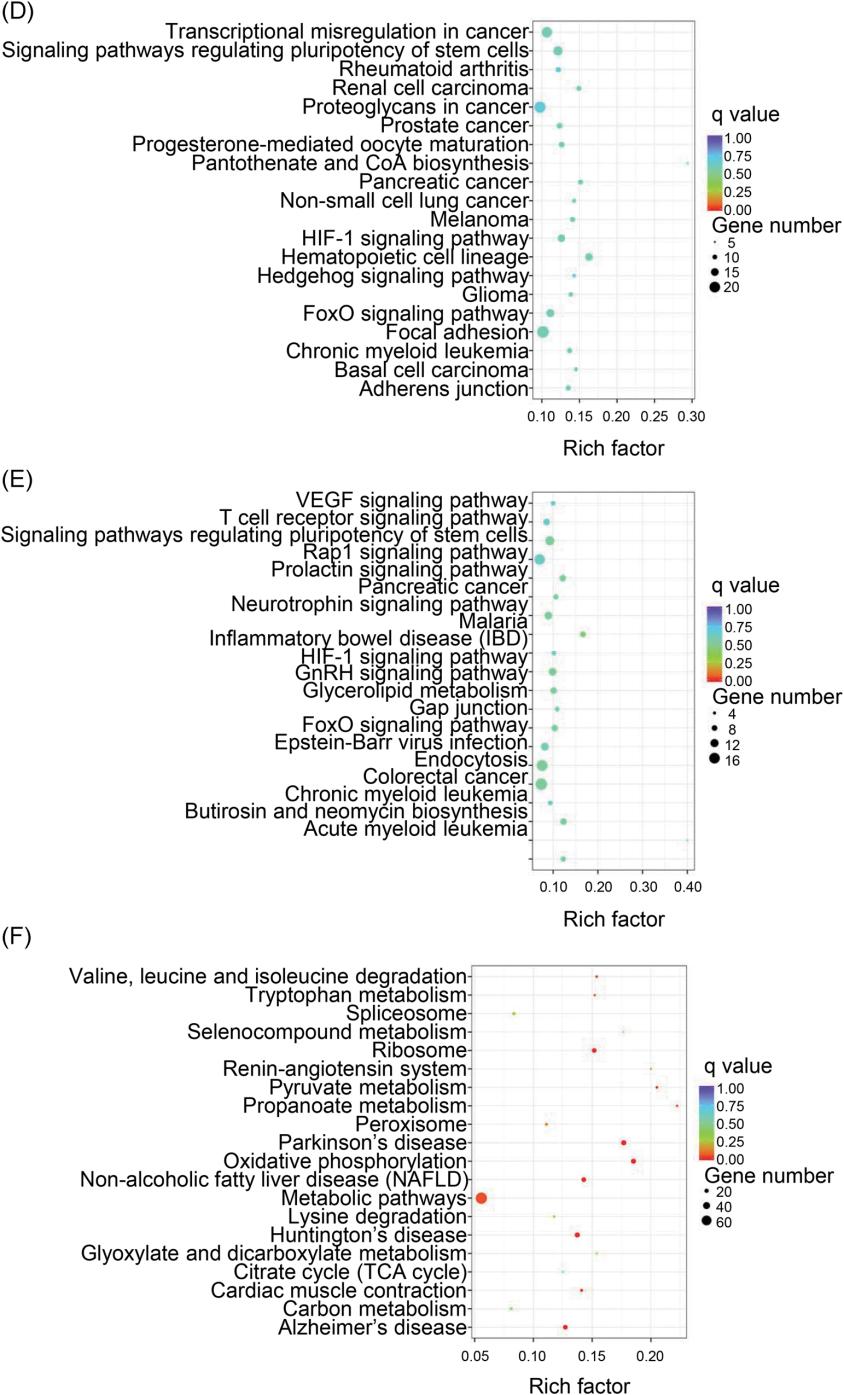

### 3.4 Overlap of VILI 0 hours and VILI 6 hours in the RNA‐seq data

The altered genes in the VILI 0 hours group overlapped with genes in the VILI 6 hours group when compared with the control group. We, therefore, explored the common mRNAs obtained from these two comparisons to better determine the pathophysiological features of VILI. 

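Among mRNA transcripts with an unadjusted P under 0.05 against control, 1528 were called at both VILI 0 hours and VILI 6 hours, 768 up at both times, 748 down at both and 12 in opposite directions. Both comparisons use the same 3 control libraries, which by itself makes calls coincide. In 20 simulations of VILI groups with no change against shared controls, 416 transcripts on average and at most 453 were called in both, and 447 would be shared by independent lists of the observed sizes. No transcript was changed in the simulations, so their lists were shorter than the observed ones. The 447 in turn leaves the shared controls out. Neither number gives the overlap that shared controls make between lists of the observed sizes. Of all mRNA transcripts tested, 72.5% changed in the same direction at both times (66.7% in the simulations, at most 67.2%), and the log2 fold changes at the 2 times were correlated over transcripts with r = 0.602 (0.502 in the simulations, at most 0.511; transcripts are not independent replicates). Leaving out VILI 6 hours replicate 1 moved the shared count to 2738, and the other 8 fits that left out 1 library gave 1021 to 1311. With median-centred libraries 1650 were shared, and the upregulated share of those with one direction went from 50.7% to 72.0%.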

As indicated, we observed 677 commonly dysregulated mRNAs of the 1976 VILI 0 hours and 2061 VILI 6 hours compared with the control group, indicating their potential implications in VILI (Figure 2D‐F). These shared mRNAs were associated with core GO terms such as response to a stimulus, intracellular signal transduction, and regulation of phosphate metabolic process (BP); adherens junction and focal adhesion (CC); and cytokine receptor activity, cytokine binding, and chemokine binding (MF) (Figure 5A‐C). Further, the HIF‐1, NF‐κB, and PI3K‐Akt signaling pathways were enriched in the top‐20 during the pathway analysis (Figure 5D), indicating their consistent roles in VILI‐induced inflammation. The overlapped mRNAs suggested a model of VILI based on the alterations in the inflammation and immune response; further indicating the transcript alterations are likely to have significant implications in lung injury induced by high stretch.

**Figure 5:**
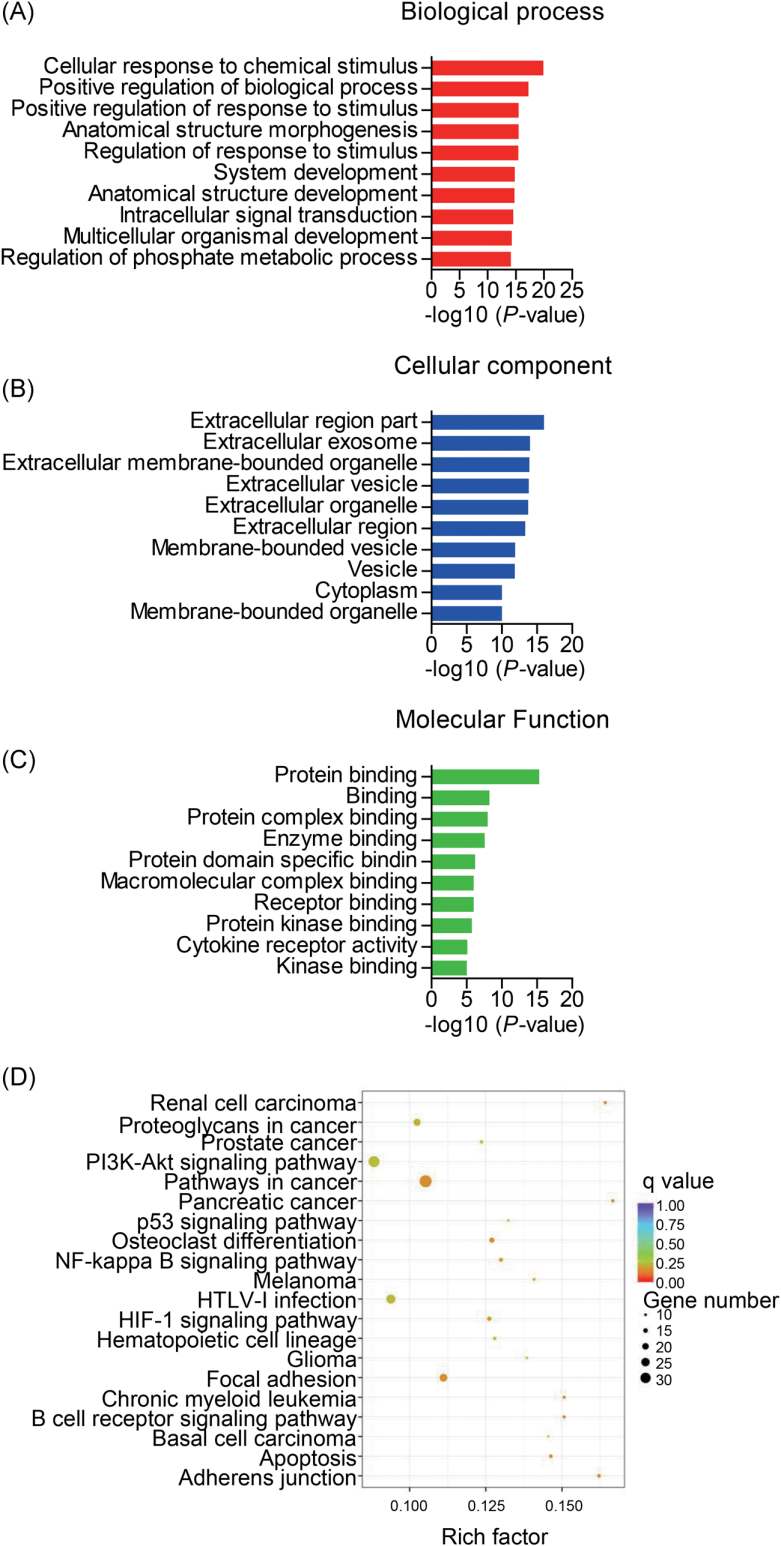
Overlap of the protein‐coding genes dysregulated upon VILI. A‐C, The enriched GO terms in top‐10 for the shared mRNAs upon VILI in 0 hours and 6 hours groups. D, Top‐20 KEGG pathways for the common mRNAs. GO, Gene Ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes; mRNA, messenger RNA; NF‐κB, nuclear factor‐κB; VILI, ventilator‐induced lung injury

### 3.5 PPI networks in VILI

PPI networks were constructed to analyze protein interactions between the dysregulated protein‐coding genes. The PPI network consisted of 787 nodes and 2059 edges in VILI 0 hours vs control (Figure 6A) and 839 nodes and 1900 edges in VILI 6 hours vs control (Figure S2A). 

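The 30 genes shown in Figure 6B were followed in the FPKM summed per gene. All 30 were at a mean of 1 FPKM or more in control. Their median log2 fold change was −0.05 in VILI 0 hours vs control (adjusted p = 0.804), 0.03 in VILI 6 hours vs control (adjusted p = 0.209) and 0.07 in VILI 6 hours vs VILI 0 hours (adjusted p = 0.0875), since genes moved both ways. Socs3 was the highest (1.503 and 2.74 vs control) and Igf1 the lowest (−1.25 and −1.28). Adjusted over the list alone, 8 and 14 genes passed against control, and over all genes 0 and 2, with 16 and 15 at an unadjusted P under 0.05. Since the study chose these genes on the same libraries, the first count is not independent evidence.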

The node degree was applied to evaluate the crucial roles of genes and the top‐30 genes with the highest connection degree changes are shown within networks (Figure 6B; Figure S2B). Furthermore, the top‐30 hub genes were examined by KEGG pathway analysis. These genes were mainly enriched in the VEGF signaling pathway, focal adhesion, and bacterial invasion of epithelial cells in the VILI 0 hours vs control (Figure 6C), and the FoxO signaling pathway, chemokine signaling pathway, and focal adhesion in VILI 6 hours vs control (Figure S2C).

**Figure 6:**
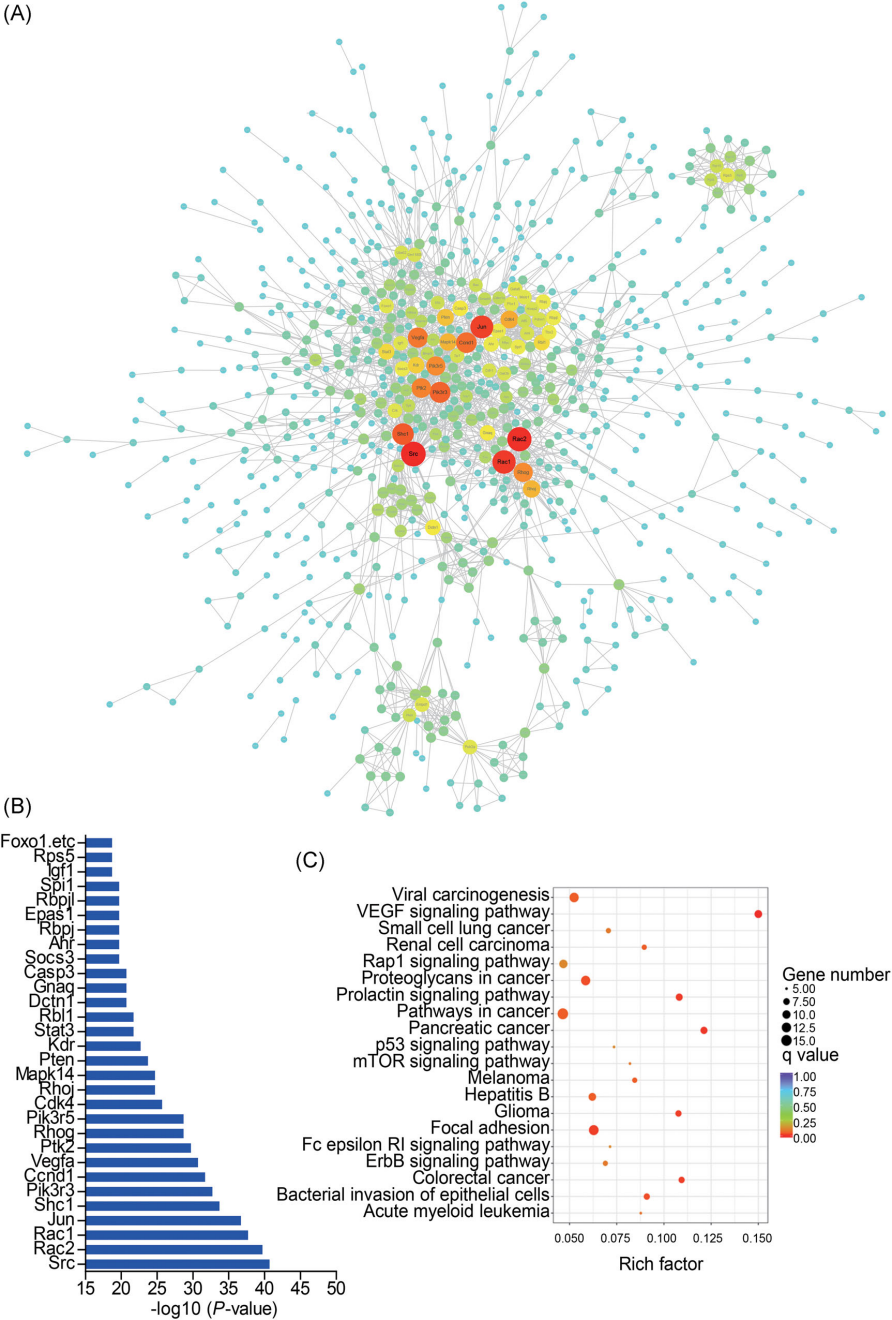
Protein‐protein interaction (PPI) networks in VILI 0 hours vs control. A, PPI networks constructed by significantly differentially expressed mRNAs between VILI 0 hours and control (*P* < 0.05). Genes are displayed as nodes and interaction as edges. The node size represents the node degree. B, List of the top‐30 hub genes with the degree of nodes. C, Top‐20 pathways of the hub genes. mRNA, messenger RNA; mTOR, mammalian target of rapamycin; VEGF, vascular endothelial growth factor; VILI, ventilator‐induced lung injury

### 3.6 Functional analysis of differentially expressed lncRNAs

Importantly, lncRNAs play a role in regulating mRNA expression in *trans* and in *cis*, contributing to their possible regulatory mechanisms. We consequently explored the target genes of the differentially expressed lncRNAs identified in this study. To identify potential target genes, we set a threshold of colocation as 100 kb upstream and 100 kb downstream of each lncRNA. 

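In VILI 0 hours vs control, 646 of the lncRNA transcripts with an unadjusted P under 0.05 could be placed on the genome, and 1676 protein-coding genes lay within 100 kb of them. Of these genes 428 (25.5%) had an mRNA transcript with an unadjusted P under 0.05, against 18.5% of the genes near other tested lncRNAs only (odds ratio 1.51, two-sided Fisher exact p = 3.2e-10). Without the lncRNAs that overlap a protein-coding gene on its strand, a choice made after seeing the data, the shares were 21.9% and 19.2% (odds ratio 1.18, Fisher exact p = 0.0343). In VILI 6 hours vs control, 534 of 2212 genes (24.1%) against 22.9% had such a transcript (odds ratio 1.07, Fisher exact p = 0.220), and in VILI 6 hours vs VILI 0 hours 175 of 1154 (15.2%) against 13.6% (odds ratio 1.14, Fisher exact p = 0.155). Neighbouring genes are not independent of each other, so these p-values are too small by an unknown amount. Pairs of a lncRNA and a neighbouring mRNA that were both called changed in the same direction in 75.3%, 69.0% and 66.8% of cases.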

Some mRNAs were found that could be potentially affected by the modified lncRNAs in *cis*, but there were very few significant enriched GO terms detected.

Next, the *trans*‐regulated mRNAs for the altered lncRNAs were predicted. lncRNA‐mRNA pairs were built to facilitate their internal relationship. This coexpression network encompassed 81 lncRNA nodes, 835 mRNA nodes, and 2636 edges in VILI 0 hours vs control (Figure S3), and 1637 edges linking 55 lncRNA nodes, 655 mRNA nodes in the network of VILI 6 hours vs control (Figure S4). 

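The paper states a threshold of an absolute Pearson r above 0.95 but not which libraries were correlated. The 6 libraries of a comparison were chosen here. In VILI 0 hours vs control, the FPKM values of transcripts called at an unadjusted P under 0.05 gave 146846 lncRNA and mRNA pairs. These were 6.54% of all pairs, 92747 of them positive, and linked 653 lncRNA with 3416 mRNA transcripts. For VILI 6 hours vs control there were 184195 pairs (6.46%, 108141 positive) among 670 lncRNA and 4232 mRNA transcripts. Because a difference between the 2 groups makes any pair of called transcripts correlate, the correlation was also taken on deviations from the group means, which gave 39881 and 89339 pairs, and over all 9 libraries, which gave 9777 and 14740. As many transcripts with a P of 0.05 or more gave 11801 (0.526%) and 23270 pairs (0.816%) over the 6 libraries. An r above 0.95 arises by chance more often on deviations, which leave fewer free values, and less often over 9 libraries. Uncalled transcripts were not run in either way, so 39881 and 89339 are not shown to exceed chance.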

The lncRNA‐mRNA coexpression networks could help better integrate the coexpressed mRNAs with the regulatory functions of lncRNAs.

Next, the dysregulated lncRNAs were analyzed functionally. Based on the GO analysis of the coexpressed genes, a variety of biological terms correlated with the lncRNAs in VILI 0 hours vs control (Figure S5A and S5B) and VILI 6 hours vs control (Figure S5C and S5D), including response to stress, inflammatory response, cellular response to cytokine stimulus, intracellular signal transduction, and immune system process (BP); extracellular space (CC); and cytokine activity and chemokine activity (MF). Simultaneously, the altered lncRNAs were enriched by pathway analysis, and the most‐enriched pathways ranked according to their enrichment scores are represented in Figure 7A and 7B. Among these enriched pathways, the FoxO, NF‐κB, TNF, and chemokine signaling pathways also appeared in the mRNA pathway analysis, demonstrating a close correlation of these pathways and the effects of high‐stretch MV. 

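Genes drawn in Figure 7 under these pathways were tested as lists on the FPKM summed per gene. The study chose them on the same libraries, so their tests are not independent evidence. The TNF, NF-κB and Toll-like receptor genes of Figure 7A (9 genes) had a median log2 fold change of 0.69 in VILI 0 hours vs control (adjusted p = 5.0e-05) and 0.83 in VILI 6 hours vs control (adjusted p = 2.8e-06), and those of Figure 7B (10 genes) 0.45 (adjusted p = 2.2e-04) and 0.90 (adjusted p = 1.7e-07). Without VILI 6 hours replicate 3 the value of the first at VILI 6 hours was 0.52. For the 11 chemokine and cytokine receptor genes of Figure 7A the medians were 0.31 (adjusted p = 0.0507) and 0.65 (adjusted p = 3.6e-04), the second at 0.38 without VILI 6 hours replicate 3, and for the 4 cytokine receptor genes of Figure 7B 2.36 (adjusted p = 4.2e-05) and 2.54 (adjusted p = 1.1e-05). The FoxO genes moved both ways, with medians of 0.27 (adjusted p = 0.222) and 0.26 (adjusted p = 0.363) for the 14 genes of Figure 7A, where Tnfsf10 fell by 1.90 and 1.86, and −0.02 (adjusted p = 0.778) and −0.07 (adjusted p = 0.878) for the 10 genes of Figure 7B. The fits without VILI 6 hours replicate 1 gave adjusted p = 0.0346 and 0.0244 for the FoxO genes of Figure 7A. With fry, the adjusted p of the FoxO genes of Figure 7B was under 0.05 at both times. So was that of the p53 genes at VILI 0 hours and of the adherens junction genes at VILI 6 hours. The TNF and HIF-1 lists were above 0.05 with fry at both times. The 6 HIF-1 genes had medians of 0.87 (adjusted p = 0.00648) and 0.88 (adjusted p = 1.7e-04; 1.44 without VILI 6 hours replicate 1), the 7 p53 genes 0.75 (adjusted p = 0.134; 0.0210 without VILI 6 hours replicate 1) and 0.70 (adjusted p = 0.204), and the 11 adherens junction genes −0.06 (adjusted p = 0.832) and −0.25 (adjusted p = 0.706). 

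In VILI 6 hours vs VILI 0 hours, the TNF list of Figure 7B (0.26, adjusted p = 0.0166) and the chemokine list (0.30, adjusted p = 0.0431) were under 0.05. Both were above it without VILI 6 hours replicate 3 (0.04, adjusted p = 0.585, and 0.25, adjusted p = 0.287). The other lists of Figure 7 had adjusted p-values from 0.182 for HIF-1 (0.17) to 0.832. Without VILI 6 hours replicate 1, HIF-1 (0.59, adjusted p = 2.4e-04), the TNF list of Figure 7A (0.53, adjusted p = 5.5e-06) and the cytokine receptor list (0.69, adjusted p = 0.00393) were under 0.05 as well. Adjusted over each list alone, 1 (TNF, Figure 7A) to 10 genes (FoxO, Figure 7A) passed in VILI 0 hours vs control and 3 (p53) to 11 (FoxO, Figure 7A) in VILI 6 hours vs control, while over all genes at most 1 gene of any list did. From pathways found with both the mRNAs and the mRNAs coexpressed with lncRNAs, the paper reasons that these pathways are closely tied to the effects of high-stretch ventilation.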

Overall, our functional analysis of lncRNAs suggested that the differentially expressed lncRNAs that were also predicted to be linked with mRNA expression are a molecular component of the inflammatory characteristics of VILI, providing us with insight into their regulatory function in VILI.

**Figure 7:**
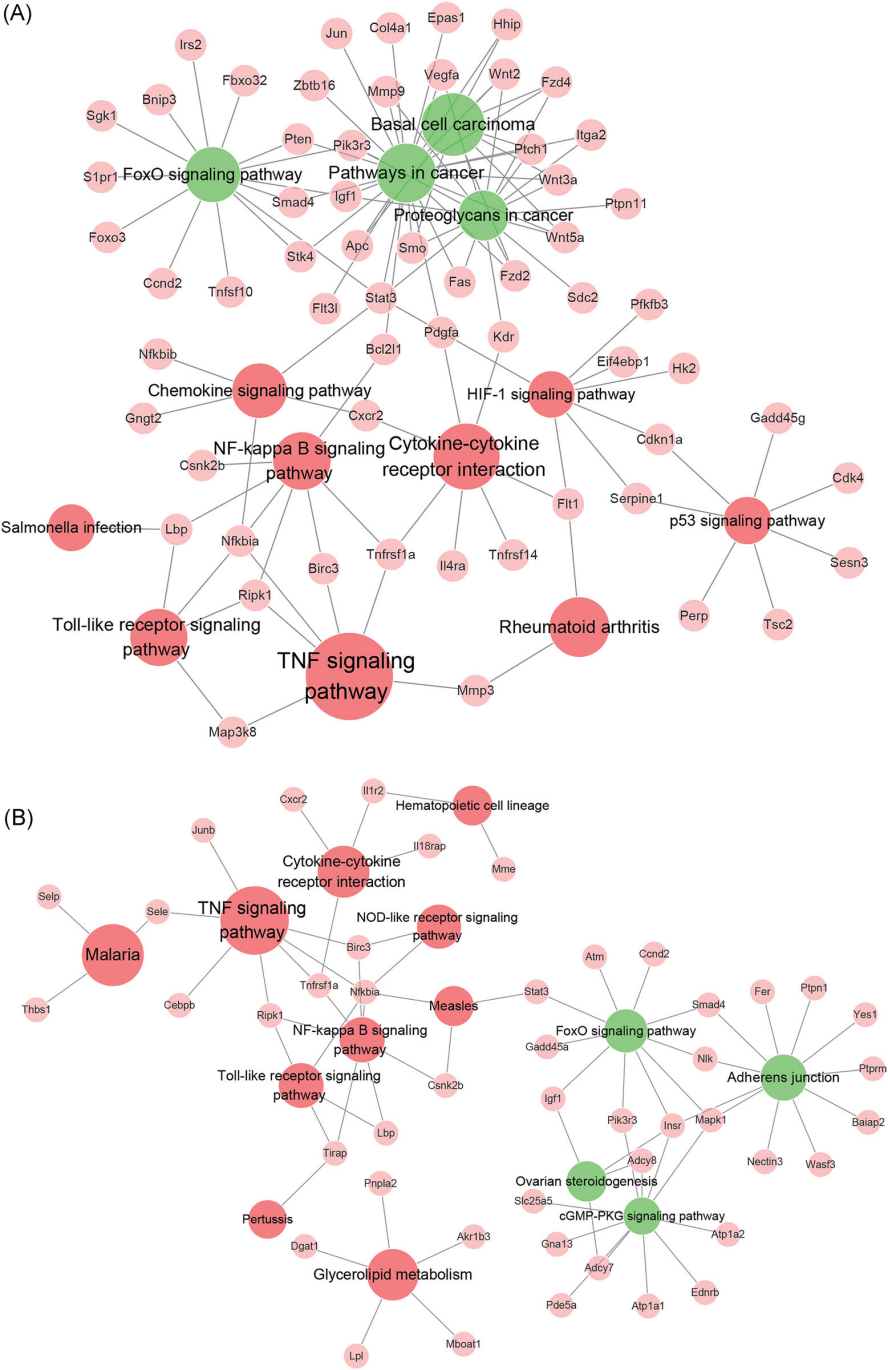
Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of altered lncRNAs and coexpressed genes. A, The most‐enriched KEGG pathways of the differentially expressed lncRNAs and coexpressed mRNAs in VILI 0 hours vs control. B, The predominant enriched pathways characterized by the dysregulated lncRNAs and their targeted genes of VILI 6 hours vs control. The red circles represent the upregulated pathways of the lncRNAs; green circles, downregulated pathways of the lncRNAs; pink circles, genes coexpressed with lncRNAs; edges, the connections between the pathways and related genes. The size of circles denotes the enrichment scores of the KEGG pathways. FoxO, forkhead box O; lncRNA, long noncoding RNA; mRNA, messenger RNA; NF‐κB, nuclear factor‐κB; TNF, tumor necrosis factor; VILI, ventilator‐induced lung injury

### 3.7 The lncRNA Gm43181 involved in neutrophil activation is significantly correlated with lung injury severity

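At an unadjusted P under 0.05, 236 lncRNA transcripts differed from control at both VILI 0 hours and VILI 6 hours, 80 up at both times and 156 down at both. In the simulations with shared controls and no change, 45 on average and at most 56 were called in both, and independent lists of these sizes would share 98.2. The simulated lists, here and for the fold changes below, were shorter than the observed ones. Their overlap is therefore not what shared controls make at the observed sizes. A fold change over 2 at both times was reached by 131 of the 236 (69 up and 62 down), against 29.9 on average and at most 39 in the simulations. With a pseudocount of 1 in place of 0.1 this number was 9, since a larger pseudocount shrinks the fold changes of transcripts at low FPKM. Leaving VILI 6 hours replicate 1 out, 407 were shared and 210 had a fold change over 2. Without control replicate 2 the shared count was 151. With median-centred libraries the upregulated share went from 33.9% to 46.7%.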

Notably, comparison of lncRNAs profiles from VILI 0 and VILI 6 hours uncovered 25 shared lncRNAs when compared with the control (Figure 3A‐C). We, therefore, extracted all the overlapping lncRNAs with a threshold of fold change greater than two and constructed coexpression subnetworks with the coexpressed mRNAs of fold change greater than two (Figure 8A). The subnetwork contained 10 lncRNAs nodes, 52 mRNAs nodes, and 118 connection edges, which might be the key lncRNAs involved in VILI. 

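The subnetwork transcripts belong to 7 genes, Gm43181, F630028O10Rik, C430049B03Rik, A330076H08Rik, 2610307P16Rik, Gm37161 and AI838599, for which the FPKM table holds 15 transcripts. Of these, 7 transcripts of 6 genes had an unadjusted P under 0.05 at both times (2 up and 5 down), and 0 had an adjusted p under 0.05. Downward, Gm37161 (chromosome 1 from 125919266 to 125921962, minus strand) was at 3.98 ± 0.385 FPKM in control, 1.48 ± 0.412 in VILI 0 hours and 1.88 ± 0.648 in VILI 6 hours (mean ± SD, n = 3), with log2 fold changes of −1.396 (adjusted p = 0.180) and −1.09 (adjusted p = 0.218). The others were 2610307P16Rik row 1 of 3 (−1.42 and −1.37), A330076H08Rik row 1 of 3 (−1.21 and −1.45) and row 2 of 3 (−1.398 and −1.58) and AI838599 row 1 of 2 (−1.14 and −1.18). Direction depended on 1 library for 2610307P16Rik row 3 of 3 in VILI 6 hours vs control (0.24, −0.32 without VILI 6 hours replicate 1 and −0.165 without control replicate 2), for C430049B03Rik row 3 of 3 (0.19 and 0.37, −0.27 and −0.09 without control replicate 1, and −0.03 in VILI 0 hours vs control without VILI 0 hours replicate 2) and for 2610307P16Rik row 2 of 3, which was listed at 0 in VILI 0 hours and had a log2 fold change of −0.48 in VILI 6 hours vs control (0.84 without VILI 6 hours replicate 2 and 0.10 without control replicate 2). Of the 52 mRNAs of the subnetwork, summed per gene, 48 had an unadjusted P under 0.05 in VILI 0 hours vs control, 51 in VILI 6 hours vs control, and 44 had a fold change over 2 at both times. They had been chosen on the same libraries.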

The expression of the top‐10 shared lncRNAs visualized in the subnetwork is shown in Figure 8B.

Figure 8Function predictions of the lncRNA Gm43181. A, Coexpression networks of the shared lncRNAs and mRNAs with fold change greater than two in both comparisons of VILI 0 hours vs control and VILI 6 hours vs control. The mRNAs are shown with green circles, lncRNAs are shown with red diamonds, and the lines denote the correlational relationship. The size represents the node degree. B, The top‐10 common lncRNAs with fold change greater than two. C,D, The coexpressed mRNAs with lncRNA Gm43181 in VILI 0 hours vs control and VILI 6 hours vs control, respectively. E,F, Gene Ontology (GO) annotations of lncRNA Gm43181 and the coexpressed mRNAs in VILI 0 hours vs control, and VILI 6 hours vs control. G, The correlation analysis between lncRNA Gm43181 expression and the lung injury score determined through qRT‐PCR. The correlation analysis between lncRNA Gm43181 and CXCR2 expression levels in lung samples determined using RNA‐Seq (H) and qRT‐PCR (I), respectively. J, Expression levels of lncRNA Gm43181 and CXCR2 in neutrophils quantified using qRT‐PCR. K, A scatterplot of lncRNA Gm43181 and CXCR2 expression levels in neutrophils determined by qRT‐PCR. *P* < 0.05 represents a significant difference. CXCR2, chemokine receptor chemokine (C‐X‐C) receptor 2; lncRNA, long noncoding RNA; qRT‐PCR, quantitative real‐time polymerase chain reaction; VILI, ventilator‐induced lung injury

**Figure:**
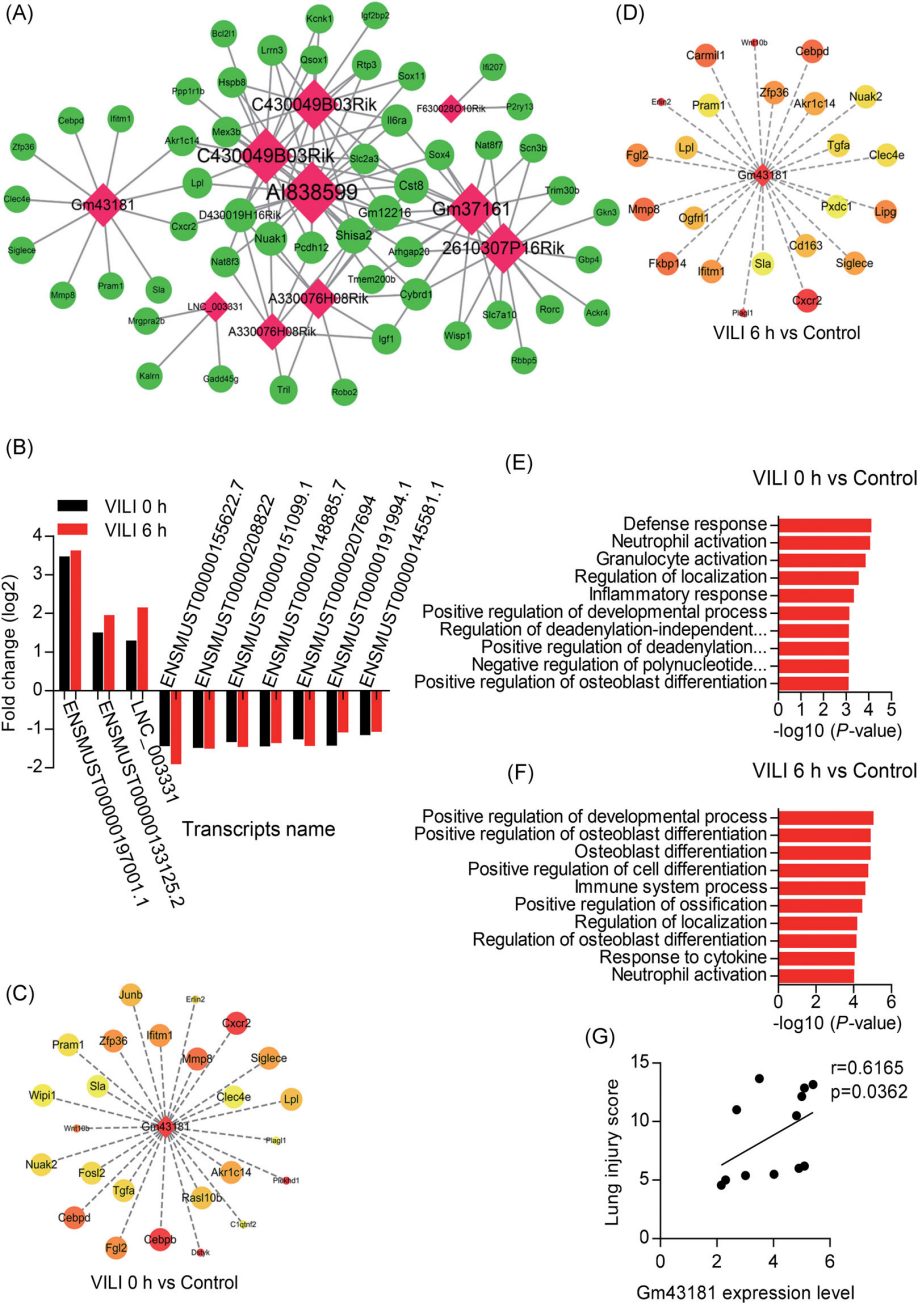

**Figure:**
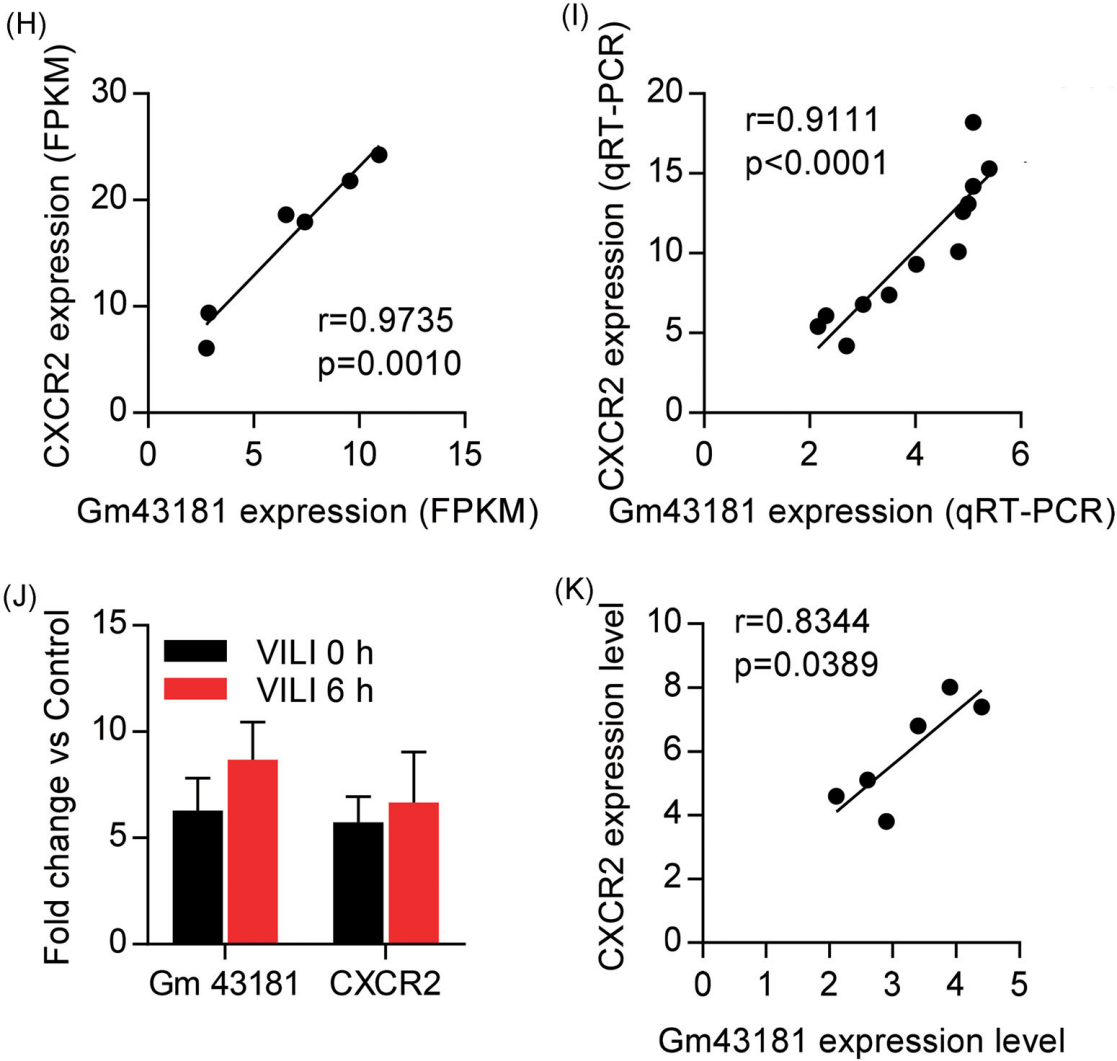

Of these common lncRNAs, we focused on the lncRNA named Gm43181 (ENSMUST00000197001.1), which was not only overexpressed but also had a relatively high node degree in the subnetwork. We, therefore, established a coexpression subnetwork between lncRNA Gm43181 and the coexpressed genes (Figure 8C and 8D). Moreover, neutrophil activation was found to be related with the lncRNA Gm43181 as annotated by GO enrichment (Figure 8E and 8F). Therefore, to determine whether there was any correlation between lncRNA Gm43181 and lung injury we conducted a Pearson correlation analysis. A positive correlation between lncRNA Gm43181 expression and the lung injury score was observed in qRT‐PCR results using an independent group of VILI models (Figure 8G). Thereafter, lncRNA Gm43181 highly correlated with its *trans*‐regulated target chemokine receptor chemokine (C‐X‐C) receptor 2 (CXCR2) determined by RNA‐Seq data (*r* = 0.9735, *P* = 0.0010) (Figure 8H), and their relationship was confirmed in independent groups of VILI mice using lung samples by qRT‐PCR (*r* = 0.9111, *P* < 0.0001) (Figure 8I). Given these results, we speculate that this lncRNA mediates the coexpression of CXCR2 on neutrophils, potentially contributing to neutrophil activation to promote VILI inflammation. Additional studies are needed to help explore the regulatory mechanism of the VILI‐associated lncRNA Gm43181, which may be identified as a promising lncRNA biomarker or therapeutic target in VILI. In consequence, some experiments were taken to analyze the role of lncRNA Gm43181 in VILI. We, therefore, sorted neutrophils from lungs of control, VILI 0 hours, and VILI 6 hours mice using FACS sorting and quantified the expression levels of lncRNA Gm43181 and CXCR2 in neutrophils using qRT‐PCR. As shown in Figure 8J, the expression levels of lncRNA Gm43181 and CXCR2 in neutrophils were significantly upregulated either in VILI 0 hours or VILI 6 hour groups. Moreover, a positive correlation between the expression levels of lncRNA Gm43181 on neutrophils and CXCR2 was observed (*r* = 0.8344, *P* = 0.0389) (Figure 8K).

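Gm43181 lies on chromosome 5 from 43784046 to 43786117 on the minus strand in GENCODE M21, with the type TEC. The whole interval falls inside the protein-coding gene Fbxl5 (43744615 to 43821638), which is on the same strand, and the end of Gm43181 overlaps Gm43182 on the plus strand. Its FPKM was 0.521, 0.677 and 0.510 in control (0.570 ± 0.0936, mean ± SD, n = 3), 2.86, 6.53 and 9.57 in VILI 0 hours (6.32 ± 3.36) and 2.76, 7.43 and 10.95 in VILI 6 hours (7.05 ± 4.11), a ratio of means to control of 11.1 and 12.4. Fbxl5 itself, summed over its transcripts, was between 33.5 and 38.2 FPKM in control and between 42.97 and 63.46 FPKM in the 6 VILI libraries, so unspliced Fbxl5 RNA and Gm43181 can share reads. Gm42462, another TEC locus inside Fbxl5 on the same strand, was at 2.484, 2.122 and 1.628 FPKM in control. It was at 3.813, 3.938 and 6.541 FPKM in VILI 0 hours and at 2.507, 10.51 and 15.25 FPKM in VILI 6 hours. How much of the Gm43181 signal came from the host gene stays open. Of the 236 shared lncRNA transcripts, Gm43181 was among the 80 upregulated ones.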

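In VILI 0 hours vs control, 443 mRNA transcripts had an absolute Pearson r above 0.95 with Gm43181 over the 6 libraries, 222 of them with an unadjusted P under 0.05, and in VILI 6 hours vs control 1720, with 987. Of the 25 genes drawn in Figure 8C, 20 had a transcript above 0.95 and 14 were above it when summed per gene, from Plekhd1 (−0.981) to Cebpb (0.989). All 23 genes of Figure 8D had such a transcript, and 21 passed per gene, from Plagl1 (−0.997) to Lpl (0.997). The median log2 fold change of the 25 genes was 1.09 in VILI 0 hours vs control (adjusted p = 9.3e-09), 1.14 in VILI 6 hours vs control (adjusted p = 9.4e-09) and 0.04 between the times (adjusted p = 0.540; 0.37, adjusted p = 0.00477, without VILI 6 hours replicate 1). For the 23 genes it was 1.09 (adjusted p = 2.6e-12), 1.06 (adjusted p = 2.4e-11) and −0.05 (adjusted p = 0.832; 0.33, adjusted p = 0.00138, without VILI 6 hours replicate 1). Adjusted over the list alone, 19 and 22 of the 25 genes passed against control, and 21 and 22 of the 23, against 2 and 4 of either list over all genes. The genes were selected on these libraries for following Gm43181, so these tests are not independent evidence.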

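Neutrophil content was followed with 20 marker genes listed from general knowledge (S100a8, S100a9, Retnlg, Csf3r, Mmp8, Mmp9, Il1r2, Ngp and others), of which 12 were at a mean of 1 FPKM or more in control, 0 were in another list of this kind and 3 were among genes drawn in the figures. Their median log2 fold change was 2.55 in VILI 0 hours vs control (20 of 20 up, adjusted p = 7.1e-21) and 2.88 in VILI 6 hours vs control (20 of 20 up, adjusted p = 3.5e-21), and these tests were also under 0.05 with fry (0.0157 and 0.0104). With a correlation between genes estimated from these libraries, camera gave both an adjusted p of 0.313. Within groups the markers had a mean r of 0.407, against the preset 0.01, so the small camera p-values may be too small. Adjusted over the list alone, 16 and 19 genes passed, and over all genes 8 and 10. Il1r2 was the highest (5.50, adjusted p = 0.0724, and 5.58, adjusted p = 0.0587). Between the times the median was 0.26 (15 of 20 up, adjusted p = 0.161), with Ngp highest (1.53, adjusted p = 0.768) and 0 genes passing over the list alone or over all genes (1 at an unadjusted P under 0.05). Without VILI 6 hours replicate 1 it was 0.60 (adjusted p = 3.7e-04), and without VILI 0 hours replicate 3 the adjusted p was 0.0146. From the GO terms of the genes coexpressed with Gm43181, the paper states that this lncRNA is related to neutrophil activation.

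**Figure D1:**
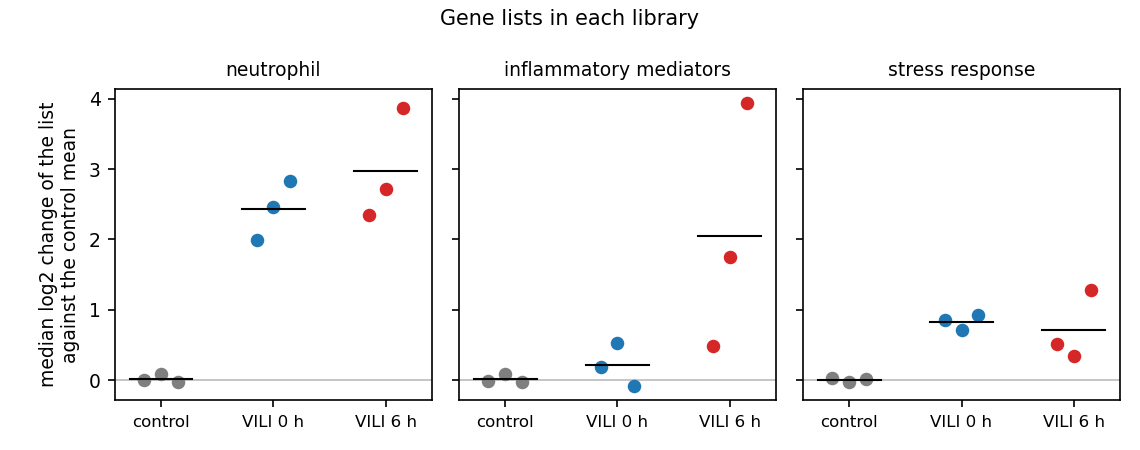
Median log2 change of the neutrophil, inflammatory mediator and stress response lists (vertical axis) in each library against the mean of the 3 controls, by group (horizontal axis). Points are libraries and bars are group means. The neutrophil medians of the VILI libraries were between 1.99 and 3.86, the inflammatory mediators between −0.08 and 0.53 in VILI 0 hours and between 0.49 and 3.94 in VILI 6 hours, and the stress response between 0.34 and 1.29.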

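The FPKM table holds 2 transcripts of Cxcr2. Row 1 of 2 was at 1.37 ± 0.149 FPKM in control, 16.6 ± 6.45 in VILI 0 hours and 16.1 ± 9.22 in VILI 6 hours (mean ± SD, n = 3), with log2 fold changes of 3.43 (SE 0.50, adjusted p = 0.103) and 3.26 (adjusted p = 0.0785). Row 2 of 2 was listed at 0 in control and at 1.18, 2.22 and 1.47 FPKM in VILI 0 hours (adjusted p = 0.0389) and 5.49, 1.80 and 2.74 FPKM in VILI 6 hours (adjusted p = 0.0104). Over the 6 VILI libraries, Gm43181 and Cxcr2 row 1 had a Pearson r of 0.9735 (two-sided exact permutation p = 0.00417 over 720 pairings, 0.00625 adjusted over the 3 correlations tested) and a Spearman rho of 0.943 (exact permutation p = 0.0167). Without the 2 libraries farthest from the median of Gm43181, replicate 1 of either VILI group, r was 0.960 (exact permutation p = 0.125 with 24 pairings), and r ranged from 0.966 to 0.990 when 1 library was left out. On deviations from the group means r was 0.986, and over all 9 libraries, where the difference from control enters, it was 0.987. On the log2(FPKM + 0.1) scale it was 0.964. On the same log2 scale Gm43181 also followed the mean of the 20 neutrophil markers (r = 0.910, exact permutation p = 0.00139, adjusted 0.00417; rho = 1, exact permutation p = 0.00278; r = 0.991 without VILI 6 hours replicates 1 and 3), as did Cxcr2 (r = 0.905, exact permutation p = 0.00972; rho = 0.886, exact permutation p = 0.0333). Of 32666 mRNA transcripts compared with Gm43181 over these libraries, 10 had a higher r than Cxcr2, 43 had an r above 0.95 and 77 an r below −0.95.

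**Figure D2:**
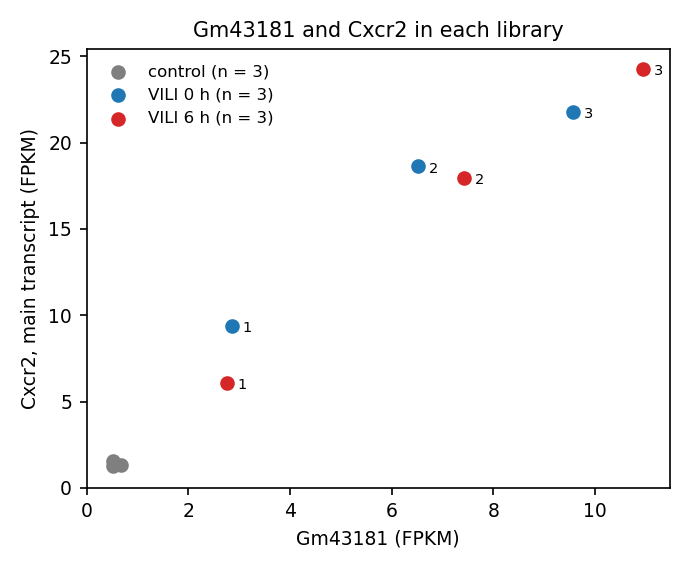
FPKM of Cxcr2 row 1 (vertical axis) against FPKM of Gm43181 (horizontal axis) in each of the 9 libraries, coloured by group, with the replicate number beside each VILI library. The 3 controls are at 0.510 to 0.677 FPKM of Gm43181, and replicate 1 of either VILI group is lower on both axes than replicates 2 and 3.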

## 4 DISCUSSION

Using RNA‐seq, we performed a comprehensive genome‐wide transcriptional screening of the regulated lncRNAs and mRNAs in the inflammatory progression of VILI model. Based on bioinformatics analysis, the dysregulated lncRNAs were mostly involved in response to stress and immune response/inflammatory processes and inflammatory pathways. Importantly, the lncRNA Gm43181 might be linked to the biological process associated with CXCR2‐mediated neutrophil activation during the inflammatory response of VILI. Altogether, our results implicated several lncRNAs to have potential regulatory roles in mediating inflammation in high‐stretch ventilation‐induced pathologies.

Previous profiling studies suggested that alterations of distinct gene expression might underlie the potential pathologies in VILI. For instance, protein‐coding genes were altered in the lungs of VILI animal model.^10^, ^11^ Interestingly, although these differentially expressed genes were associated with developmental processes, morphogenesis, metabolism, cell survival, or communication, most of them showed the same gene expression patterns like that in the inflammatory response. Additionally, noncoding RNAs such as miRNAs were also found to be dysregulated in VILI; analysis revealed that the altered miRNAs were mostly involved in inflammatory and TGF‐signaling networks.^14^ In our present study, we analyzed the transcripts in VILI 0 hours and VILI 6 hours, representing early and late stages of VILI progression, respectively. The results demonstrated that exposure to high‐stretch ventilation changed the expression patterns not only of mRNAs but also of lncRNAs in the lung at both early and relatively late time points of VILI. For dozens of the differentially expressed genes among the multiple comparisons, functional enrichment analysis implicated these genes to be associated with most of the characteristics related with VILI pathologies, including response to stress, cell metabolism, and most significantly, inﬂammatory response, immune response, and cytokine/chemokine interactions. In addition, our analysis also presented that the commonly dysregulated mRNAs upon VILI at 0 hours and VILI 6 hours were also implicated in the process of inﬂammatory and immune response. Our data, therefore, are consistent with results of previous studies that focused on the differentially expressed genes associated with an inflammatory response as the biomarker of VILI pathologies.

Several lncRNAs are reported to regulate the molecular mechanisms underlying many respiratory diseases;^20^, ^21^ however, their potential functions remain largely unclear. We identified many dysregulated lncRNAs in VILI at 0 hours and VILI 6 hours compared with control mice and analyzed them functionally. Given these results, our study not only broadens the understanding of the protein‐coding gene expression in VILI but also incorporated the regulatory roles of lncRNAs in the inflammatory course of VILI.

Dysfunction of cell apoptosis/differentiation, oxygen stress, inflammatory response, and autophagy are considered to be the underlying pathologies of VILI.^35^, ^36^, ^37^ The inflammatory response is thought to be one of the key contributing components in the molecular mechanism of VILI. Exposure to high tidal volume ventilation could activate the inflammasome or release inflammatory mediators.^3^, ^4^, ^5^, ^6^ Inhibiting or reducing inflammation was reported to have a protective role in VILI.^7^, ^8^, ^9^ Transcriptome‐profiling studies have also suggested that VILI pathology is related to inflammation.^38^, ^39^ Many inflammation‐related genes were upregulated in the lung samples of VILI animals and in the blood of patients with ventilator‐associated pneumonia.^10^, ^12^

Our data are consistent with the current comprehension of the mechanism underlying these pathologies. Importantly, growing studies have demonstrated the important role of lncRNAs in regulating the inflammatory process;^40^, ^41^ however, studies on lncRNAs in VILI are still limited to date. Furthermore, there is evidence that the regulatory roles of lncRNAs could be predicted by mRNA expression in *trans* and *cis*.^15^ Our work clearly analyzed the regulatory roles of lncRNAs by their coexpressed genes in the context of VILI. The majority of the altered lncRNAs were potentially related to stress response, immune system/inflammatory processes, and associated inflammatory pathways, which were in line with the above description of stretch‐induced inflammation. The lncRNA‐mRNA coexpression subnetworks constructed by all the overlapping lncRNAs with a fold change greater than two reveal the potential key lncRNAs involved in VILI. By comparing their expression in the lung samples obtained from mice after VILI 0 hours and VILI 6 hours, all dysregulated lncRNAs showed consistent expression patterns in these two groups. This demonstrated that these lncRNAs might exert vital roles in VILI, particularly inflammation‐mediated dysfunctions, which are worth studying further.

Our present results identified the transcriptome profiles including mRNAs and lncRNAs using RNA‐Seq, which was a useful method for detecting novel genes and transcripts that may not have been identified using a microarray technique. Unlike previous microarray analyses concentrating on protein‐coding genes,^10^, ^12^ the current study also included lncRNA function. Of relevance, Xu et al^22^ recently reported a catalog of 104 lncRNAs and 809 mRNAs that are differentially expressed as measured by RNA‐Seq in the lung samples of a rat VILI model compared with sham control. When compared with data from Xu's study, our study sequenced not only VILI 0 hours and control but also VILI 6 hours group (the lung inflammation is most severe), highlighting alterations of lncRNAs and mRNAs during early and relatively late time intervals of lung inflammation systematically. However, in our RNA‐Seq data, the numbers of lncRNAs were relatively lower than those observed in Xu et al's study. This can likely be attributed to the differences in models (mouse model vs rat model), parameter settings for ventilation (tidal volume, 20 vs 30 ml/kg respiratory frequency: 40 vs 70 breaths/min), conditions (VILI 6 hours, VILI 0 hours, and control groups vs VILI and sham groups), and inclusion criteria used for the altered genes (*P* < 0.05 vs fold change > 2 and *P* < 0.05). Despite these differences, the list of differentially expressed lncRNAs in our study along with the data from Xu et al lead to the conclusion that a subset of these lncRNAs might have regulatory functions in the progression of VILI inflammation.

In our analysis, we focus on a lncRNA named Gm43181 that was overexpressed with the highest fold change in the common lncRNAs. Moreover, CXCR2 was identified as one of the coexpressed genes of this lncRNA with high expression levels both in VILI 0 hours and VILI 6 hours groups. Interestingly, the GO term annotations linked the lncRNA Gm43181 to the bioprocess of neutrophil activation. CXCR2 is a chemokine receptor belonging to CXCR chemokine family that is activated by chemokine (C‐X‐C motif) ligand 1 and 2/3 (CXCL1 and CXCL2/3), and it is expressed on neutrophils, where its activation could lead to neutrophil recruitment.^42^ Correspondingly, previous studies have suggested that neutrophil activation and infiltration play a central role in contributing to VILI inflammation.^43^, ^44^, ^45^, ^46^ The formation of extensive hyaline membranes, inflammatory mediator production, and increased permeability of the alveolar‐capillary barrier caused by mechanical ventilation challenge was reduced in neutrophil‐depleted or‐inhibited animals.^44^, ^45^, ^46^ Therefore, the lncRNA Gm43181 may promote inflammation by regulating the recruitment of neutrophils into the lung through the overexpression CXCR2. Thus, our results agreed with those of previous studies that CXCR2 might be a vital mediator of lung injury.^47^, ^48^ Notably, the overexpressed lncRNA Gm43181 level was positively associated with the severity of lung injury in VILI, suggesting that this lncRNA might be a potential biomarker for VILI. Additionally, the close relationship between lncRNA Gm43181 and CXCR2 in neutrophils were validated in some experiments. Accordingly, additional studies are needed to clarify lncRNA‐mediated roles in modulating neutrophils and determine the possible lncRNA Gm43181‐CXCR2 mechanisms.

Despite the significance of our findings, our study also had some limitations. On one hand, our sample size was relatively small with only three mice in each group. Further, being largely a descriptive study, we could not ascertain whether the identified lncRNAs were causing the inflammation in VILI. Moreover, as the lncRNAs' functions were determined based on bioinformatics predictions, the RNA‐Seq data should be confirmed with direct evidence from subsequent in vivo experiments. The short lifespan of neutrophils restricted the study of the role of lncRNA Gm43181. Nonetheless, these observations provide a basis for the transcriptome signatures in the lung inflammation during VILI progression.

Collectively, our study might set the stage for better understanding the pathogenesis and precise manipulation of VILI as it relates to lncRNAs, and further studies are needed to help delineate the mechanism of lncRNAs in regulating inflammation during VILI.

## CONFLICT OF INTERESTS

The authors declare that there are no conflict of interests.

## Supporting information

Supplementary information Click here for additional data file.

Supplementary information Click here for additional data file.

Supplementary information Click here for additional data file.

Supplementary information Click here for additional data file.

Supplementary information Click here for additional data file.

Supplementary information Click here for additional data file.

Supplementary information Click here for additional data file.

Supplementary information Click here for additional data file.

Supplementary information Click here for additional data file.

# Supplementary material for: Expression profiling analysis of long noncoding RNAs in a mouse model of ventilator‐induced lung injury indicating potential roles in inflammation
**Source:** J Cell Biochem. 2019 Feb 19;120(7):11660–79. doi: 10.1002/jcb.28446
**Supplement:** Supplementary file 7 — Supplementary information

**Supplementary Figure legends**

**Supplementary Figure S1** The Gene Ontology (GO) analysis of the differentially expressed mRNAs dysregulated upon VILI. A-B, Analysis of the up-regulated and down-regulated GO terms of the top 10 on the differentially expressed mRNAs in VILI 0 h vs. control. C-D, Top 10 predominant increased and decreased GO annotations on the differentially expressed mRNAs in VILI 6 h vs. control. E-F, Top 10 of the up-regulated and down-regulated GO terms in VILI 6 h vs. VILI 0 h are displayed, respectively.

**Supplementary Figure S2** Protein-protein interaction (PPI) networks in VILI 6 h vs. control. A, PPI networks consisted of the differentially expressed mRNAs with *P* value <0.05 are shown. The nodes represent the genes and edges signify the integration of PPI. The different sizes and colors signify the node degree in the network. B, The 30 top degree genes involved in the network. C, The enriched pathways constituted by the hub genes.

**Supplementary Figure S3** The lncRNA-mRNA co-expression network in VILI 0h vs. control. The circles represent mRNAs; diamonds, lncRNAs; edges, correlational relationship between lncRNAs and mRNAs. The distinct sizes and colors highlight the degree of the nodes.

**Supplementary Figure S4** Visualization of the lncRNA-mRNA co-expression network in VILI 6h vs. control. The nodes of circle represent mRNAs, the diamond nodes denote lncRNAs, and edges show the connections of lncRNAs and mRNAs. The different sizes and colors signify the node degree in the network.

**Supplementary Figure S5** The Gene Ontology (GO) annotations on the desregulated lncRNAs. A-B, Top 10 increased and decreased Go annotations on the target genes of the differentially expressed lncRNAs in VILI 0 h vs. control. C-D, Analysis of the top 10 up-regulated and down-regulated GO categories of the co-expressed mRNAs of the altered lncRNAs.

# Supplementary material for: Expression profiling analysis of long noncoding RNAs in a mouse model of ventilator‐induced lung injury indicating potential roles in inflammation
**Source:** J Cell Biochem. 2019 Feb 19;120(7):11660–79. doi: 10.1002/jcb.28446
**Supplement:** Supplementary file 8 — Supplementary information

**Supplementary Table S1** Mapping conditions and statistics of RNA sequencing reads of each sample

| Sample name | Control_1 | Control_2 | Control_3 | VILI 0 h_1 | VILI 0 h_2 | VILI 0 h_3 | VILI 6 h_1 | VILI 6 h_2 | VILI 6 h_3 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Total reads | 95909676 | 91774924 | 104250242 | 98044676 | 106736558 | 115588258 | 107073994 | 86572714 | 87872490 |
| Clean reads | 95909676 | 91774924 | 104250242 | 98044676 | 106736558 | 115588258 | 107073994 | 86572714 | 87872490 |
| Total  mapped | 89340036  (93.15%) | 85683160  (93.36%) | 97598548  (93.62%) | 89915823  (91.71%) | 98346840  (92.14%) | 107456092  (92.96%) | 98594876  (92.08%) | 77065975  (89.02%) | 80774291  (91.92%) |
| Multiple  mapped | 3989805  (4.16%) | 3863868  (4.21%) | 4370112  (4.19%) | 4935265  (5.03%) | 5758262  (5.39%) | 6202543  (5.37%) | 5491522  (5.13%) | 3824185  (4.42%) | 4682443  (5.33%) |
| Uniquely  mapped | 85350231  (88.99%) | 81819292  (89.15%) | 93228436  (89.43%) | 84980558  (86.68%) | 92588578  (86.74%) | 101253549  (87.6%) | 93103354  (86.95%) | 73241790  (84.6%) | 76091848  (86.59%) |
| Reads map  to '+' strand | 42647476  (44.47%) | 40880469  (44.54%) | 46580167  (44.68%) | 42463526  (43.31%) | 46263487  (43.34%) | 50587258  (43.77%) | 46521141  (43.45%) | 36603013  (42.28%) | 38020812  (43.27%) |
| Reads map  to '-' strand | 42702755  (44.52%) | 40938823  (44.61%) | 46648269  (44.75%) | 42517032  (43.36%) | 46325091  (43.4%) | 50666291  (43.83%) | 46582213  (43.5%) | 36638777  (42.32%) | 38071036  (43.33%) |
| Non-splice  reads | 69478629  (72.44%) | 67229200  (73.25%) | 75341125  (72.27%) | 66142834  (67.46%) | 71425682  (66.92%) | 79533219  (68.81%) | 73735012  (68.86%) | 58061843  (67.07%) | 61410872  (69.89%) |
| Splice  reads | 15871602  (16.55%) | 14590092  (15.9%) | 17887311  (17.16%) | 18837724  (19.21%) | 21162896  (19.83%) | 21720330  (18.79%) | 19368342  (18.09%) | 15179947  (17.53%) | 14680976  (16.71%) |

# Supplementary material for: Expression profiling analysis of long noncoding RNAs in a mouse model of ventilator‐induced lung injury indicating potential roles in inflammation
**Source:** J Cell Biochem. 2019 Feb 19;120(7):11660–79. doi: 10.1002/jcb.28446
**Supplement:** Supplementary file 9 — Supplementary information

**Supplementary Table S2** Specific primers designed for selected long non-coding RNAs (lncRNAs)

| Gene id | Forward Primers (5’-3’) | Reverse Primers (5’-3’) |
| --- | --- | --- |
| ENSMUST00000133125.2 | AACAGGGGAAAAGATAGATAA | TGAATGGGTAAAACTAGATGA |
| ENSMUST00000197001.1 | TGGGGTAGTGACCTGGTTCTT | AGTGTTTGGGAGTGATTGAGC |
| ENSMUST00000070085.5 | CTGAATGGAAGGGATATGAGA | AAATGGAGAAAGAAGGGTTGT |
| ENSMUST00000188038.2 | TCTGGAGGTGGGTTTGGGTAG | ATTGAGTTGTCGGTAGTGGCG |
| ENSMUST00000204490.1 | GAAAACCTGCTTCCCACCTTA | TTTGTGCTGCTTTTCTTCCTC |
| CXCR2 | AGACACAGCTCCAGTTAGGGA | TGCTAGGATTTGAGCCTGAGT |

CXCR2, chemokine receptor chemokine [C-X-C] receptor 2

How the deposited data were processed for this re-analysis (not part of the article)

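Lung RNA from 9 male C57BL/6 mice was analysed, 3 per group: control (intubated, not ventilated), VILI 0 hours and VILI 6 hours after 4 hours of ventilation at 20 ml/kg. Groups were taken from the sample records. The values are FPKM per transcript as deposited by the authors, who removed adapter, poly-N and low-quality reads, aligned with TopHat, assembled transcripts with Scripture and Cufflinks and estimated FPKM with Cuffdiff. The file holds 60108 transcripts, 12500 of them at 0 in every library, under gene IDs without transcript IDs. Column sums ran from 366400 to 388500 FPKM. Of 23713 Ensembl gene IDs, 23580 matched GENCODE M21 (GRCm38), which was used for names, types and positions, since the paper does not state its genome build. The class of mRNA or lncRNA came from these types and, for assembled loci, from the file. Of transcripts with a maximum above 5 FPKM (13580), 550 had an exact 0 in at least 1 library, which a fold change on a log scale overstates or leaves undefined, so such transcripts are reported by their values. On log2(FPKM + 0.1), fold changes of transcripts near 0.1 FPKM are understated.

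Uniquely mapped reads per library, from Table S1, had a median of 85.35 M in control, 92.59 M in VILI 0 hours and 76.09 M (M, mega) in VILI 6 hours. Raw reads and counts were not used here, so no count model was fitted and the precision of a value is known only from the spread of the 3 replicates.

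Differential expression used limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend) on log2(FPKM + 0.1), with transcripts of a mean FPKM of at least 0.1 over the 9 libraries (37300), in 1 fit with group as the only factor. Counts are given at an unadjusted P under 0.05, the threshold of the paper, and after Benjamini-Hochberg adjustment over 37181 mRNA and lncRNA transcripts. Shared calls were set beside 20 simulations of unchanged groups against common controls, whose lists of calls were shorter than the observed ones. Group separation of lncRNAs was tested by PERMANOVA over all 280 divisions into groups of 3. Single transcripts were also tested by exact permutation, where 3 against 3 libraries cannot give a two-sided p under 0.1. Correlations used FPKM of the 6 VILI libraries with exact permutation over 720 pairings. Coexpression pairs were those with an absolute Pearson r above 0.95 over the 6 libraries of a comparison, and genes within 100 kb of a lncRNA were taken as its neighbours.

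Gene lists were tested with camera (preset correlation 0.01) on FPKM summed per gene over 19369 genes, with fry and an estimated correlation beside it, and adjusted over 81 tests. The 27 lists were 12 from Figures 6B, 7A, 7B, 8C and 8D and 15 from general knowledge: inflammatory mediators, stress response, circadian clock output, glucocorticoid response, neutrophil, cardiac muscle, alveolar type 2, alveolar type 1, endothelial, club and ciliated, fibroblast, B cell, T cell, alveolar macrophage and erythroid. GO and KEGG annotations were not used here. Lists of heat-shock chaperones (13 genes) and cold-induced genes (2 genes) were added after values had been seen.

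Transcripts were named by a rule: Gm43181 and Cxcr2; the 5 transcripts measured by qRT-PCR; those of Figure 8B; the highest or lowest gene of a list; and per comparison the 5 mRNA transcripts with the largest rise and the 3 with the largest fall, and the 3 lncRNAs each way, among those with an adjusted p under 0.05 (an unadjusted P under 0.05 where fewer than 8 passed), a mean FPKM of at least 1 and no overlap of the groups.

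Alternatives tried for the counts were pseudocounts of 0.01 and 1, a mean FPKM of at least 1, no filter, median-centred libraries, only the 6 libraries compared, a replicate block, eBayes without a trend and each library left out. For lists they were a pseudocount of 1, fry, an estimated correlation, the transcript with the highest mean FPKM, median-centred libraries and a replicate block. For correlations and pairs they were the log2 scale, all 9 libraries, deviations from group means, FPKM summed per gene and leaving out libraries. Gene-level counts, leave-one-out for the lists and the neighbour test without same-strand lncRNAs were added after seeing the data.

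The limma procedure was tested on simulated data of 37300 transcripts with 200 changed by a log2 of 3: 62.5% were recovered at an adjusted p under 0.05, 100% with the right sign, 3.1% of calls were unchanged transcripts, and 5.07% of unchanged transcripts had a P under 0.05. With a replicate effect and the block, 51.5% were recovered. Among 50 simulated sets of 20 genes, camera gave the changed set the smallest p. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The qRT-PCR, sorted neutrophil, histology and protein measurements of the paper were left out, since the FPKM table does not hold them.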

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

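The camera tests of the gene lists and their alternatives other than leave-one-out were set before the data were examined. All other tests named in this part, except the one on cardiac muscle, were chosen only after the result was seen. The adjusted p-values are over 81 tests (27 gene lists in 3 comparisons), and the effects are medians over a list on the log2 scale. In the regrouped libraries used below, a 3 vs 3 comparison has 10 splits, so a share under 0.1 cannot occur.

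The inflammatory mediator list differed between the times: its 24 genes had a median of 0.16 in VILI 0 hours vs control (14 higher, adjusted p = 0.137), 2.03 in VILI 6 hours vs control (23 higher, adjusted p = 2.26e-10) and 1.54 between the times (21 higher, adjusted p = 1.13e-08, from 7.30e-09 to 0.439 over the alternatives other than leave-one-out and the block on replicate numbers, as for the ranges below). No other split of the 6 libraries gave as large a value (1 of 10 with the real one). The VILI 6 hours libraries lay at 0.49, 1.75 and 3.94 against control, so the size rests on replicate 3: without it the median between the times was 0.73 (adjusted p = 0.0644), and without VILI 6 hours replicate 2 it was 2.55. That median stays above 0, which argues against replicate 3 as the only source of the direction, but it leaves 2 libraries, of which replicate 1 is close to the VILI 0 hours values, so a rise in time and a single mouse with a stronger response cannot be told apart. A delayed rise of mediators after injury may account for the pattern, as may an unequal injury between mice.

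Genes of the chemokine group of Figure 7A and of the TNF group of Figure 7B were also higher at VILI 6 hours than at VILI 0 hours, with medians of 0.30 (8 of 11 genes, adjusted p = 0.0431, from 0.0292 to 0.421) and 0.26 (10 of 10 genes, adjusted p = 0.0166, from 0.00852 to 0.611). For both lists 4 of 10 splits gave as large a value. Without VILI 6 hours replicate 3 the medians were 0.25 (adjusted p = 0.287) and 0.04 (adjusted p = 0.585), and without replicate 1 they were 0.53 (adjusted p = 0.00104) and 0.53 (adjusted p = 4.75e-06). The per-library medians were 0.27, 0.34 and 0.25 (chemokine) and 0.37, 0.55 and 0.39 (TNF) at VILI 0 hours, and 0.21, 0.56 and 0.83 and 0.25, 0.97 and 1.54 at VILI 6 hours. What these values argue against is a difference shared by all 3 VILI 6 hours mice. A response that differs between these mice may be the source, whether from the time since ventilation or from the severity of injury, and no test separated the 2.

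Cardiac muscle genes fell between the times (median −0.41, 8 of 10 lower, adjusted p = 0.0295, from 0.0147 to 0.690), with 0.27 in VILI 0 hours vs control (9 higher, adjusted p = 0.0626) and −0.19 in VILI 6 hours vs control (4 higher, adjusted p = 0.924). The fall rests on VILI 0 hours replicate 3 (per-library medians −0.26, 0.03 and 1.03, then −0.20, −0.02 and −0.04): without it the median was −0.05 (adjusted p = 0.868), without VILI 0 hours replicate 1 −0.69 and without VILI 6 hours replicate 1 −0.27 (adjusted p = 0.370). Of 10 splits, 4 gave as large a value. Within groups these genes had a median SD of 0.427, against 0.179 for lists matched on expression (percentile 99.97 of 10000), and varied together (mean r 0.672). An uneven amount of the heart muscle around pulmonary veins in the lung pieces may therefore explain the fall. A fall of cardiac muscle in the lung itself stays open and was not tested apart from it.

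B cell genes were lower at VILI 6 hours than at control (median −1.14, 6 of 6 lower, adjusted p = 0.00480, from 0.00210 to 0.495), a signal in genes the paper does not discuss, and lower than at VILI 0 hours (−0.70, 6 of 6, adjusted p = 0.0295, from 0.0173 to 0.628). In VILI 0 hours vs control the median was −0.57 (6 of 6 lower, adjusted p = 0.160). Of 10 splits, 1 (the real one) and 3 gave as large a value in the first and second of these. Per library the medians were 0.11, −0.47 and −1.37 at VILI 0 hours and −1.901, −0.37 and −1.25 at VILI 6 hours. Leaving out VILI 6 hours replicate 1 they became −0.80 (adjusted p = 0.204) and −0.29 (adjusted p = 0.587), and without VILI 0 hours replicate 1 the latter was −0.27 (adjusted p = 0.398). A lower number of B cells in ventilated lungs may explain this, as may uneven amounts of lymphoid tissue in the lung pieces. The spread within groups argues against a fall of equal size in every mouse, and nothing separates the explanations.

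Erythroid genes fell between the times (median −1.39, 5 of 5 lower, adjusted p = 0.00534, from 0.00210 to 0.489), being higher at VILI 0 hours (0.53, 5 of 5, adjusted p = 0.222) and lower at VILI 6 hours (−0.86, 5 of 5, adjusted p = 0.273) than at control. No other split gave as large a value (1 of 10 with the real one). Most of the size comes from VILI 6 hours replicate 1 at −2.83 (the other VILI 6 hours libraries were at −0.03 and 0.12, VILI 0 hours at 0.54, 0.56 and 0.44). Without it the median was −0.47 (adjusted p = 0.0120), and in VILI 6 hours vs control the direction changed (0.06, adjusted p = 0.459). The 5 genes moved together over libraries (mean r 0.993) with a within-group SD of 0.999 against 0.160 in matched lists. A differing amount of blood left in the lung pieces may explain the values. A biological change of erythroid RNA was not tested apart from it.

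Glucocorticoid response genes, a set the paper does not discuss as such, were higher at VILI 0 hours (median 2.39, 11 of 11 genes, adjusted p = 5.26e-09, from 5.74e-10 to 0.421) and at VILI 6 hours (1.77, 11 of 11, adjusted p = 6.12e-06, from 2.03e-06 to 0.445). Over the list alone 9 and 7 genes had an adjusted P under 0.05, and over all genes 0 and 0 (9 and 7 at an unadjusted P under 0.05). Fkbp5 had a log2 fold change of 4.10 at VILI 0 hours (SE 0.86, adjusted p = 0.0756) and Mt2 3.89 at VILI 6 hours. Of 10 splits, 1 and 3 gave as large a value. The per-library medians were 2.24, 1.85 and 3.02, then 0.05, 2.62 and 2.76. VILI 6 hours replicate 1 had a glucocorticoid median of 0.0459 with neutrophil markers at 2.35, which argues against neutrophils carrying these transcripts in that library, but as it is 1 library the 2 explanations cannot be told apart. Without it the median at VILI 6 hours was 2.78. Between the times the list was at −0.62 (9 of 11 lower, adjusted p = 0.160), and at −1.12 (adjusted p = 6.64e-04) without VILI 6 hours replicate 3. Of the 11 genes, 3 are in another list of general knowledge and 2 are in a list from the paper's figures. Stress hormones may raise them, and since the control mice were not ventilated, handling and any difference in anaesthesia are confounded with ventilation.

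Alveolar macrophage genes, outside the genes the paper discusses, were higher at VILI 0 hours (median 0.46, 7 of 7 genes, adjusted p = 0.00219, from 0.00111 to 0.313), with Siglecf the highest at 0.98. At VILI 6 hours the median was 0.33 (5 of 7, adjusted p = 0.148) and between the times −0.0048 (2 of 7 higher, adjusted p = 0.162). No other split gave as large a value (1 of 10 with the real one), and the per-library medians were 0.32, 0.49 and 0.36, then 0.20, −0.11 and 0.53. No library left out changed the call at VILI 0 hours (adjusted p-values of 7.25e-04 to 0.0134), while the value for the transcript of the highest mean FPKM was 0.0708. A higher share of macrophages or more macrophage RNA per cell may explain it, and the share of other cell types was not measured here.

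Annotated lncRNAs on the strand of an overlapping protein-coding gene differed between the times from intergenic ones: the median of the 731 minus that of the 652 was 0.38 (shuffled labels −0.0933 to 0.0797 in 1000 shuffles), −0.361 in VILI 0 hours vs control (shuffles −0.119 to 0.127) and −0.0180 in VILI 6 hours vs control (shuffles −0.0967 to 0.0941). By library the difference from the controls was −0.40, −0.38 and −0.28 at VILI 0 hours and −0.11, −0.13 and 0.25 at VILI 6 hours. Fewer unspliced reads may explain the values at VILI 0 hours, since same-strand lncRNAs can collect intron reads of their host gene, and the mean spliced share of unique reads was 18.5% in control, 22.2% at VILI 0 hours and 20.3% at VILI 6 hours. At VILI 6 hours replicate 3 lies on the other side of 0 from replicates 1 and 2, so the explanation cannot be told apart from its absence. A change in the processing of host transcripts after ventilation was not tested and stays open.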

How the results depend on the processing

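The gene-level counts, the leave-one-out fits of the gene lists and of single genes, the neighbour test without same-strand lncRNAs and the simulated shares of transcripts called at 1 time only were chosen only after the data had been seen. The other alternatives, like the main choices, were set before the data were examined. Of 185 results, 114 answer a comparison and 71 concern single transcripts or genes. Over every alternative run, 27 of the 114 and 51 of the 71 kept their direction and their side of the threshold, or for counts stayed within 1.5 times. Over all alternatives together 2571 values were the same in this sense, 114 were weaker, 62 stronger, 56 counts moved and 60 values changed direction. Among single transcripts and genes, besides the changes of direction, the alternatives other than leave-one-out changed 17 values (9 weaker and 8 stronger), and leave-one-out changed 46 (34 weaker and 12 stronger). Every alternative could be run. The cause of a change was not tested except where the construction of an alternative gives it.

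For the counts, a mean FPKM of at least 1 leaves fewer transcripts to test, and 256, 190 and 118 lncRNA transcripts had an unadjusted P under 0.05 in VILI 0 hours vs control, VILI 6 hours vs control and VILI 6 hours vs VILI 0 hours, with 9, 18 and 2 adjusted calls, 88 shared lncRNAs and 29 with a fold change over 2. A pseudocount of 1 gave 17 adjusted calls in VILI 6 hours vs control and 9 shared lncRNAs with a fold change over 2. With no filter there were 32 adjusted calls in VILI 0 hours vs control and 23 between the times, and with only the 6 libraries compared 365 and 14. Without a trend the adjusted calls were 33, 48 and 24. At gene level, where fewer features are tested, they were 54, 136 and 0 (1490 mRNA genes had an unadjusted P under 0.05 between the times). With the replicate block they were 4, 3 and 0 (3073, 3769 and 2108 mRNA transcripts at an unadjusted P under 0.05), and all 28 list calls described below stayed under 0.05. A replicate block uses up degrees of freedom, and replicate numbers did not pair the libraries: after removing group means, libraries with the same number were correlated at −0.159 to 0.0260 and libraries with different numbers at −0.0690 to 0.114.

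Across the fits that each left out 1 library, adjusted calls ranged from 11 (without VILI 0 hours replicate 2) to 386 in VILI 0 hours vs control, from 17 (without control replicate 1) to 2085 in VILI 6 hours vs control and from 4 (without VILI 0 hours replicate 2) to 153 between the times, the highest each time without VILI 6 hours replicate 1. That library also gave the upper end for mRNA transcripts in VILI 6 hours vs control (2938 to 7845) and between the times (1804 to 4625), for lncRNA transcripts in the same comparisons (422 to 1191 and 282 to 685), for shared mRNAs (1021 to 2738), for shared lncRNAs (151 to 407) and for those with a fold change over 2 (92 to 210). The lower ends came without control replicate 2 (2938, 1021 and 151), VILI 0 hours replicate 3 (1804), VILI 0 hours replicate 2 (282) and VILI 6 hours replicate 3 (422 and 92).

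The lncRNA group separation had an exact permutation p = 0.0536 with 1 minus the Spearman correlation as the distance. Coexpression pairs fell to 9777 and 14740 over all 9 libraries and to 39881 and 89339 on deviations from the group means, which removes the difference between groups by construction. These counts are not on 1 scale, since chance pairs are rarer over 9 libraries and more common on deviations.

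Among the named lncRNAs, Gm37494 in VILI 0 hours vs control (log2 fold change −0.36, just above the unadjusted threshold) was below it with a pseudocount of 1 (−0.33) and with a mean FPKM of at least 1, no filter or only 6 libraries (−0.363 each), and ranged from −0.42 (without control replicate 1) to −0.30 (without VILI 0 hours replicate 1). 4833403J16Rik in VILI 0 hours vs control was no longer past it with median-centred libraries (−0.25), and ranged from −0.46 (without VILI 0 hours replicate 3) to −0.28 (without VILI 0 hours replicate 2). Direction changed for F630028O10Rik row 1 of 2, from −0.038 (without VILI 0 hours replicate 2) to 0.72 (without VILI 0 hours replicate 1) and from −0.17 (without VILI 6 hours replicate 1) to 0.24 (without VILI 6 hours replicate 3) at the 2 times. It also changed for C430049B03Rik row 3 of 3, from −0.27 to 0.85 and from −0.087 to 1.02 (without control replicate 1 and replicate 2), for 2610307P16Rik row 3 of 3 in VILI 6 hours vs control, from −0.32 (without VILI 6 hours replicate 1) to 0.97 (without VILI 6 hours replicate 3), and for 2610307P16Rik row 2 of 3, which was at 0.057 with a pseudocount of 1 and from −1.73 (without VILI 6 hours replicate 1) to 0.84 (without VILI 6 hours replicate 2).

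For the gene lists, the values are adjusted p-values over 81 tests. A correlation estimated from the 9 libraries left 0 of 28 calls under 0.05, and 10 of the 81 tests had an unadjusted P under 0.05. In VILI 0 hours vs control it gave 0.313 (stress response, neutrophil, alveolar macrophage, Figure 8C), 0.347 (Figure 8D), 0.352 (cytokine receptor), 0.421 (glucocorticoid response), 0.439 (TNF, Figures 7A and 7B) and 0.489 (HIF-1). For VILI 6 hours vs control it gave 0.313 (neutrophil, chemokine, Figure 8C), 0.347 (stress response, cytokine receptor), 0.352 (Figure 8D), 0.360 (TNF, Figure 7B), 0.421 (TNF, Figure 7A, and HIF-1), 0.437 (inflammatory mediators), 0.445 (glucocorticoid response) and 0.495 (B cell). Between the times it gave 0.439 (inflammatory mediators), 0.421 (chemokine), 0.489 (erythroid), 0.611 (TNF, Figure 7B), 0.628 (B cell) and 0.690 (cardiac muscle).

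With fry, 15 tests were under 0.05, 11 of them among the 28. No longer under it in VILI 0 hours vs control were glucocorticoid response (0.102), TNF (0.171 for Figure 7A and 0.198 for Figure 7B) and HIF-1 (0.248), and newly under it p53 (0.0301) and FoxO of Figure 7B (0.0104). At VILI 6 hours vs control the former were inflammatory mediators (0.155), stress response (0.0532), glucocorticoid response (0.198), B cell (0.132), TNF (0.0925 and 0.0503) and HIF-1 (0.0988), and the latter FoxO of Figure 7B (0.0104) and adherens junction (0.0157). Between the times the 6 calls became 0.238 (inflammatory mediators), 0.466 (cardiac muscle), 0.430 (B cell), 0.255 (erythroid), 0.157 (chemokine) and 0.429 (TNF, Figure 7B). Direction changed for circadian clock output in the 3 comparisons (0.870, 0.878 and 0.995), hub genes of Figure 6B at VILI 0 hours (0.571), alveolar type 2 at VILI 6 hours (0.993) and Figure 8D between the times (0.995).

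With the transcript of the highest mean FPKM in place of the sum, cardiac muscle in VILI 0 hours vs control was at 0.0421, and alveolar macrophage in VILI 0 hours vs control (0.0708), cardiac muscle (0.0859), B cell (0.141) and chemokine (0.141) between the times were above 0.05. Direction changed for circadian clock output at VILI 0 hours (0.956) and for cardiac muscle (0.785) and alveolar type 2 (0.968) at VILI 6 hours. With a pseudocount of 1 the cardiac muscle and chemokine lists in VILI 0 hours vs control were at 0.0404 each. With median-centred libraries chemokine between the times was at 0.0773, and circadian clock output and the hub genes changed direction in VILI 0 hours vs control (0.856 each).

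Leaving out 1 library at a time, the lists whose call or direction changed in VILI 0 hours vs control were inflammatory mediators 0.137 (from 0.047 without VILI 6 hours replicate 3 to 0.321 without VILI 0 hours replicate 2), circadian clock output 0.844 (from 0.474 without VILI 6 hours replicate 1 to 0.998 without VILI 0 hours replicate 1), cardiac muscle 0.0626 (from 9.5e-04 without VILI 0 hours replicate 1 to 0.833 without VILI 0 hours replicate 3 in the opposite direction), B cell 0.161 (from 0.00805 without VILI 0 hours replicate 1 to 0.676 without VILI 0 hours replicate 3). Further ones were T cell 0.438 (from 0.121 without VILI 0 hours replicate 3 to 0.998 without VILI 0 hours replicate 1 in the opposite direction), erythroid 0.222 (from 1.9e-04 without VILI 6 hours replicate 1 to 0.369 without VILI 0 hours replicate 1), the FoxO genes of Figure 7A 0.222 (from 0.0346 without VILI 6 hours replicate 1 to 0.40 without VILI 0 hours replicate 1), the chemokine genes of Figure 7A 0.0507 (from 0.0168 without VILI 6 hours replicate 1 to 0.107 without VILI 0 hours replicate 2). Others were the p53 genes 0.134 (from 0.021 without VILI 6 hours replicate 1 to 0.192 without VILI 0 hours replicate 1).

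For VILI 6 hours vs control such lists were circadian clock output 0.777 (from 0.194 without VILI 6 hours replicate 1 to 0.992 without VILI 0 hours replicate 2), cardiac muscle 0.924 (from 0.656 without VILI 6 hours replicate 1 in the opposite direction to 0.986 without VILI 0 hours replicate 1), endothelial 0.545 (from 0.254 without VILI 6 hours replicate 3 to 0.859 without VILI 6 hours replicate 1 in the opposite direction), club and ciliated 0.703 (from 0.171 without VILI 6 hours replicate 3 to 0.747 without control replicate 2). Further ones were fibroblast 0.137 (from 0.0279 without VILI 6 hours replicate 2 to 0.403 without VILI 6 hours replicate 1), B cell 0.00481 (from 6.6e-05 without VILI 6 hours replicate 2 to 0.204 without VILI 6 hours replicate 1), T cell 0.624 (from 0.0509 without VILI 6 hours replicate 3 to 0.892 without control replicate 1), alveolar macrophage 0.148 (from 0.0362 without VILI 6 hours replicate 2 to 0.29 without control replicate 1). Others were erythroid 0.273 (from 0.0171 without VILI 6 hours replicate 3 to 0.459 without VILI 6 hours replicate 1 in the opposite direction), the FoxO genes of Figure 7A 0.363 (from 0.0244 without VILI 6 hours replicate 1 to 0.739 without VILI 6 hours replicate 3), the FoxO genes of Figure 7B 0.878 (from 0.69 without VILI 6 hours replicate 3 to 0.998 without VILI 0 hours replicate 1), the adherens junction genes 0.706 (from 0.468 without VILI 6 hours replicate 3 to 0.938 without VILI 6 hours replicate 1 in the opposite direction).

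Such lists between the times were inflammatory mediators 1.1e-08 (from 1.6e-11 without VILI 6 hours replicate 1 to 0.0644 without VILI 6 hours replicate 3), stress response 0.895 (from 0.0624 without VILI 6 hours replicate 3 to 0.998 without VILI 0 hours replicate 1 in the opposite direction), circadian clock output 0.878 (from 0.205 without VILI 6 hours replicate 1 to 0.902 without control replicate 2), glucocorticoid response 0.161 (from 6.6e-04 without VILI 6 hours replicate 3 to 0.432 without VILI 0 hours replicate 3). Further ones were neutrophil 0.161 (from 3.7e-04 without VILI 6 hours replicate 1 to 0.998 without VILI 0 hours replicate 1), cardiac muscle 0.0295 (from 6.2e-04 without VILI 0 hours replicate 1 to 0.868 without VILI 0 hours replicate 3), alveolar type 1 0.731 (from 0.335 without VILI 6 hours replicate 3 in the opposite direction to 0.905 without VILI 0 hours replicate 3), endothelial 0.131 (from 0.0413 without VILI 0 hours replicate 2 to 0.59 without VILI 6 hours replicate 1). Others were club and ciliated 0.777 (from 0.13 without VILI 6 hours replicate 1 to 0.963 without VILI 6 hours replicate 2 in the opposite direction), B cell 0.0295 (from 2.5e-05 without VILI 0 hours replicate 3 to 0.587 without VILI 6 hours replicate 1), T cell 0.117 (from 8.3e-04 without VILI 6 hours replicate 3 to 0.913 without VILI 6 hours replicate 1 in the opposite direction), alveolar macrophage 0.162 (from 0.0159 without VILI 6 hours replicate 3 to 0.603 without VILI 6 hours replicate 2). The same held for the FoxO genes of Figure 7A 0.767 (from 0.229 without VILI 6 hours replicate 3 to 0.998 without VILI 0 hours replicate 1), the TNF genes of Figure 7A 0.207 (from 5.5e-06 without VILI 6 hours replicate 1 to 0.626 without VILI 6 hours replicate 2), the chemokine genes of Figure 7A 0.0431 (from 0.00104 without VILI 6 hours replicate 1 to 0.287 without VILI 6 hours replicate 3), the HIF-1 genes 0.182 (from 2.4e-04 without VILI 6 hours replicate 1 to 0.898 without VILI 6 hours replicate 3 in the opposite direction). Also changed were the p53 genes 0.832 (from 0.288 without VILI 6 hours replicate 1 in the opposite direction to 0.998 without VILI 0 hours replicate 1), the FoxO genes of Figure 7B 0.832 (from 0.68 without VILI 6 hours replicate 1 to 0.934 without VILI 0 hours replicate 1), the adherens junction genes 0.68 (from 0.405 without VILI 6 hours replicate 3 to 0.894 without VILI 6 hours replicate 1 in the opposite direction), the TNF genes of Figure 7B 0.0165 (from 4.8e-06 without VILI 6 hours replicate 1 to 0.585 without VILI 6 hours replicate 3). To these came the cytokine receptor genes of Figure 7B 0.354 (from 0.00393 without VILI 6 hours replicate 1 to 0.833 without VILI 0 hours replicate 1), the genes of Figure 8C 0.54 (from 0.00477 without VILI 6 hours replicate 1 to 0.998 without VILI 0 hours replicate 1 in the opposite direction), the genes of Figure 8D 0.832 (from 0.00138 without VILI 6 hours replicate 1 to 0.891 without VILI 0 hours replicate 2).

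The depth limits these results in a further way: without counts, the sampling noise of a single transcript is not known, and a transcript listed at 0 FPKM in a library is not shown to be absent from it. With 3 libraries per group an exact permutation p for 1 transcript cannot fall under 0.1.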

Differences from the paper's values

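The comparison with gene-level counts was chosen only after the values had been seen. With limma on log2(FPKM + 0.1) and an unadjusted P under 0.05, 3437 mRNA transcripts differed in VILI 0 hours vs control against the paper's 1976. Of the 17 alternatives set before the data were examined, 6 brought the count within 1.5 times of the paper's: a mean FPKM of at least 1 (2472), and leaving out control replicate 1 (2508), 2 (2350) or 3 (2709) or VILI 0 hours replicate 1 (2866) or 3 (2553). The other 11 did not. The count in VILI 6 hours vs control was 4259 against the paper's 2061, and 3 of 17 alternatives came within 1.5 times: leaving out control replicate 2 (2938) or 3 (2972) or VILI 6 hours replicate 3 (3086). Between VILI 6 hours and VILI 0 hours it was 2373 against the paper's 1219, and 3 of 17 did: a mean FPKM of at least 1 (1658), only the 6 libraries compared (1654) and leaving out VILI 0 hours replicate 3 (1804). At gene level, chosen after seeing the values, 2393 and 1490 genes in the first and last comparison were within 1.5 times of the paper's counts, and 3176 in the second were not.

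For lncRNA transcripts the counts were 653, 670 and 377 against the paper's 82, 58 and 32, and none of the 17 alternatives set before the data were examined closed these gaps. Shared between VILI 0 hours and VILI 6 hours vs control were 1528 mRNA transcripts against the paper's 677 and 236 lncRNA transcripts against the paper's 25, and none of the 17 alternatives closed either gap. With a fold change over 2 at both times there were 131 shared lncRNA transcripts against the paper's 10. A pseudocount of 1 gave 9, and the other 16 alternatives did not come within 1.5 times.

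The coexpression network had 653 lncRNA and 3416 mRNA transcripts with 146846 pairs in VILI 0 hours vs control, against the paper's 81, 835 and 2636. The network of VILI 6 hours vs control had 670, 4232 and 184195, against the paper's 55, 655 and 1637. None of the 3 alternatives set before the data were examined closed these gaps. The paper does not state which libraries it correlated. For Gm43181 and Cxcr2 the Pearson r of 0.9735 was the paper's value, and on the scale of the t distribution, which was added after seeing the values, its p was 0.00104 against the paper's 0.0010. The exact permutation p of 0.00417 is on another scale.

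The lncRNA positions, for which no alternative was set, were 28.3%, 36.3% and 29.7% intergenic in the 3 comparisons, against about 57%, about 71% and about 56% in Figure 3D, 3E and 3F, read by eye. Antisense lncRNAs made up 44.2% in VILI 6 hours vs control against about 26% in Figure 3E. LncRNAs on the strand of a protein-coding gene made up 43.6%, 18.4% and 30.0%, against about 19%, about 3% and about 11% intronic lncRNAs in the same figures. The class used here also includes overlap with exons and is not the same as intronic.

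The paper describes the chosen lncRNA as the one with the highest fold change among the lncRNAs common to both times. Here Gm43181 had log2 fold changes of 3.11 and 3.22, while Gm37347 had 4.86 and 4.33, at a mean of 0.0895 FPKM in control. Gm37347 is not among the 7 genes of the paper's subnetwork of common lncRNAs with a fold change over 2. The sets ranked thus differ, and these values do not test the paper's ranking. The paper states that most of the altered lncRNAs were intergenic, and here they were 28.3% to 36.3%. For VILI 0 hours vs control the colours of Figure 2A give the larger number to downregulated mRNAs and the diagrams of Figures 2E and 2F to upregulated ones. Here 1565 mRNA transcripts were up and 1872 down.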

Other observations

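The camera tests of the 27 gene lists were set before the data were examined. The tests of the lncRNA class, of the neutrophil markers and of the circadian list were chosen before their result was seen. The other tests in this part, including the response score set against Arntl, were chosen only after it. Shares over the 10 splits of 3 vs 3 libraries cannot fall under 0.1.

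Regrouping the 6 libraries of a comparison, 1 of 10 splits (the real one) reached the real count of mRNA transcripts, of lncRNA transcripts and of adjusted calls in VILI 0 hours vs control and in VILI 6 hours vs control. Between the times 2 of 10 splits reached the mRNA count, 2 of 10 the lncRNA count and 9 of 10 the adjusted calls. No split test can settle whether the grouping matters in 3 vs 3 libraries, so a chance difference between the times cannot be told apart from a real one by these counts.

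The split with the highest counts put VILI 0 hours replicate 1 and VILI 6 hours replicates 2 and 3 against the other 3 ventilated libraries: 5825 mRNA and 661 lncRNA transcripts had an unadjusted P under 0.05, and 192 were adjusted calls. These 3 libraries had 73.2 to 85.0 M uniquely mapped reads and the others 92.6 to 101 M. Against depth as the whole source, 1299 genes chosen without VILI 0 hours replicate 1 and without the controls (unadjusted P under 0.01) gave each library a score, 0 being the mean of the 3 deeper ventilated libraries and 1 that of VILI 6 hours replicates 2 and 3. VILI 0 hours replicate 1 scored 0.493 at 85.0 M reads, near the 0.509 that a linear effect of depth gives, but control replicates 1 and 2, at 85.4 and 81.8 M, scored 0.0218 and 0.000373 where depth gives 0.491 and 0.659, and the deeper control replicate 3 scored −0.0320. A smaller part of depth in the split stays open. Among the 1131 genes with an unadjusted P under 0.01 over all 6 libraries, 324 were higher and 807 lower in the first 3 libraries. Cirbp was at 90.8, 63.4 and 65.7 FPKM against 30.6, 37.9 and 32.7 (control mean 40.8), and Rbm3 at 149, 118 and 165 against 86.9, 68.2 and 50.7 (92.1). The 13 chaperone genes had a median difference of −0.594 (1 of 13 higher, matched lists −0.0398, percentile 0 of 10000), and the cold-induced pair 1.10. A lower body temperature at death may mark these mice, but both lists were written after values of Cirbp, Rbm3 and chaperone genes had been seen. The paper describes a heating pad that kept the mice at normal temperature during ventilation, which speaks against it for VILI 0 hours replicate 1 in particular. Temperatures of single mice were not used here, and the explanation cannot be told apart from another difference in stress.

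VILI 6 hours replicate 1 lay close to the controls, with a response score of 0.237 over 2452 genes against 0.885 to 1.18 in the other ventilated libraries, and a mean distance of 67.3 to control and 71.6 and 85.1 to the VILI 0 hours and VILI 6 hours libraries. Its neutrophil median of 2.353 argues against a control library under its label. A weaker injury in this mouse may explain it and was not tested.

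Gm43181 followed the mean of the neutrophil markers over the 6 ventilated libraries (Pearson r 0.9095), which were higher at VILI 0 hours (median 2.55) and VILI 6 hours (2.88) than at control. More neutrophils in the ventilated lungs may thus account for the rise of Gm43181 and Cxcr2. Induction inside cells stays open in these values, since bulk tissue cannot separate the 2. The paper reports by qRT-PCR that both were upregulated in neutrophils sorted from the lungs of either VILI group. That measurement goes with induction inside neutrophils and was not used here.

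A different time of day at death could contribute to the differences between the groups. The VILI 6 hours libraries with Arntl below the midpoint of the ventilated libraries (3.59 and 4.22 FPKM, controls 3.25, 3.97 and 3.07) had response scores of 0.9711 and 1.18. VILI 0 hours replicate 2 had Arntl at 2.86 and a score of 0.885, although the VILI 0 hours libraries helped choose the genes. Arntl in the others was 16.1 and 14.0 at VILI 0 hours and 13.4 at VILI 6 hours replicate 1, so clock genes differed between mice of 1 group. Other clock genes in the libraries with low Arntl were not all at the control level: Nr1d1 was at 32.0 FPKM in VILI 6 hours replicate 2 and 56.3 in VILI 0 hours replicate 2 (controls 11.6 to 18.9), and Dbp at 10.2 in VILI 6 hours replicate 3 (controls 18.8 to 34.3). Time of day therefore cannot be told apart from ventilation. The circadian list had medians of 0.0084, 0.085 and −0.021 in the 3 comparisons (adjusted p = 0.844, 0.778 and 0.878), over genes that moved both ways (Per1 by 1.76 and Per3 by −1.82 at VILI 0 hours), so these medians decide nothing.

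The tested lncRNAs as a class were lower than matched mRNAs by a median of −0.0277 at VILI 0 hours (−0.0468 at VILI 6 hours). Annotated lncRNAs were at −0.176 and −0.205 and assembled ones at 0.143 and 0.192, so the 2 kinds part. A class-wide loss of unspliced or nuclear RNA thus cannot be told apart from the difference in annotation. The annotated types were uneven at VILI 0 hours, with TEC at −0.397 and sense intronic at −0.422. LincRNA (−0.046), antisense (−0.020) and processed transcripts (−0.081) were nearer the matched mRNAs. At VILI 6 hours these types lay between −0.237 and −0.184.

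Among the adjusted calls in genes with several transcripts, the summed other transcripts of the gene moved against the call in 36 of 51 (70.6%), in 19 of 28 genes (one-sided binomial exact p = 0.0436). Reads divided between transcripts of 1 gene may explain part of these calls. A version of this test on transcripts chosen for the pattern was run before it and is set aside, and a true switch of isoforms stays open.

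Of the lists with no call, alveolar type 2 had medians of 0.11, 0.05 and −0.11 (adjusted p = 0.180, 0.728 and 0.273), alveolar type 1 −0.12, −0.21 and −0.09 (0.2803, 0.540 and 0.731), endothelial 0.16, −0.11 and −0.11 (0.540, 0.545 and 0.131), club and ciliated 0.06, −0.01 and −0.14 (0.417, 0.703 and 0.778), fibroblast −0.28, −0.34 and 0.03 (0.438, 0.137 and 0.421) and T cell 0.08, −0.23 and −0.48 (0.438, 0.624 and 0.117) in VILI 0 hours vs control, VILI 6 hours vs control and between the times. With the circadian list, 0 of these 21 tests were under 0.05 adjusted and 1 at an unadjusted P. Without VILI 6 hours replicate 3, T cell between the times was at −0.71 (adjusted p = 8.30e-04).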
